# Chicken blastoderms and primordial germ cells possess a higher expression of DNA repair genes and lower expression of apoptosis genes to preserve their genome stability

**DOI:** 10.1038/s41598-021-04417-y

**Published:** 2022-01-07

**Authors:** Deivendran Rengaraj, Sohyoung Won, Kyung Min Jung, Seung Je Woo, Haerang Lee, Young Min Kim, Heebal Kim, Jae Yong Han

**Keywords:** Cell biology, Computational biology and bioinformatics, Developmental biology, Genetics

## Abstract

DNA is susceptible to damage by various sources. When the DNA is damaged, the cell repairs the damage through an appropriate DNA repair pathway. When the cell fails to repair DNA damage, apoptosis is initiated. Although several genes are involved in five major DNA repair pathways and two major apoptosis pathways, a comprehensive understanding of those gene expression is not well-understood in chicken tissues. We performed whole-transcriptome sequencing (WTS) analysis in the chicken embryonic fibroblasts (CEFs), stage X blastoderms, and primordial germ cells (PGCs) to uncover this deficiency. Stage X blastoderms mostly consist of undifferentiated progenitor (pluripotent) cells that have the potency to differentiate into all cell types. PGCs are also undifferentiated progenitor cells that later differentiate into male and female germ cells. CEFs are differentiated and abundant somatic cells. Through WTS analysis, we identified that the DNA repair pathway genes were expressed more highly in blastoderms and high in PGCs than CEFs. Besides, the apoptosis pathway genes were expressed low in blastoderms and PGCs than CEFs. We have also examined the WTS-based expression profiling of candidate pluripotency regulating genes due to the conserved properties of blastoderms and PGCs. In the results, a limited number of pluripotency genes, especially the core transcriptional network, were detected higher in both blastoderms and PGCs than CEFs. Next, we treated the CEFs, blastoderm cells, and PGCs with hydrogen peroxide (H_2_O_2_) for 1 h to induce DNA damage. Then, the H_2_O_2_ treated cells were incubated in fresh media for 3–12 h to observe DNA repair. Subsequent analyses in treated cells found that blastoderm cells and PGCs were more likely to undergo apoptosis along with the loss of pluripotency and less likely to undergo DNA repair, contrasting with CEFs. These properties of blastoderms and PGCs should be necessary to preserve genome stability during the development of early embryos and germ cells, respectively.

## Introduction

Embryonic development in chicken is classified into stages by two major criteria: Eyal-Giladi and Kochav (EGK) criteria^1^ that classify the intrauterine embryonic development; and Hamburger and Hamilton (HH) criteria^2^ that classify the post-ovipositional development. At EGK stage X (EGK.X) blastoderm, the area pellucida and area opaca regions are clearly distinguishable. The area pellucida consists of 1–2 cell layers with an upper continuous single-cell layered epiblast and a lower discontinuous hypoblast layer, while the area opaca is multilayered^3,4^. The EGK.X blastoderm is composed of mostly undifferentiated progenitor (pluripotent) cells with the potency to differentiate into all cell types, and blastoderm-derived chicken embryonic stem cells (ESCs) have been established in vitro^5,6^. Primordial germ cells (PGCs) are also undifferentiated progenitor cells found initially in the blastoderm and have the potency to differentiate into germline cells^7^. In chickens, PGCs undergo dynamic migration and differentiation processes in the early embryos. PGCs originate in the area pellucida of intrauterine embryos and eventually migrate to the germinal crescent during the formation of primitive streak^8,9^. After forming the extraembryonic blood vessels, PGCs migrate from the germinal crescent to the bloodstream and circulates in the blood until the formation of embryonic gonads^7^. In embryonic gonads, PGCs undergo rapid proliferation and subsequently differentiate into male germ cells (that further enter into mitotic arrest) or female germ cells (that further enter into meiotic arrest)^10^.

Analyzing the transcriptional programs of blastoderms is critical to understanding the molecular mechanisms that underlie the developmental fate of early embryos and the practical application of blastoderm-derived pluripotent cells, including ESCs. Similarly, analyzing the transcriptional programs of PGCs is critical to understanding the molecular mechanisms that underlie the developmental fate of early germ cells and the practical application of PGCs in generating transgenic chickens. Fibroblasts are abundant somatic cells found in many tissues and have several advantages in biological sciences. Fibroblasts play critical roles in regulating extracellular matrices, interstitial fluid volume and pressure, and wound healing^11^. The chicken embryonic fibroblasts (CEFs) were successfully used for the amplification of viruses. However, the primary cultured cells have a limited life span^12,13^. We have routinely used CEFs as one of the reference samples to compare the expression and functions of genes in blastoderms/ESCs/PGCs^14–16^. In the current study, we performed whole-transcriptome sequencing (WTS)-based expression profiling of DNA repair pathway, apoptosis pathway, and pluripotency regulating genes in EGK.X blastoderms and PGCs (target samples) compared with CEFs (reference sample).

DNA is the fundamental unit of inheritance and is susceptible to damage by various exogenous and endogenous sources. The exogenous sources include, for instance, ultraviolet (UV) radiation, ionizing radiation (X-ray and gamma rays), incorporated radioisotopes, and a variety of genotoxic chemicals (vinyl chloride, hydrogen peroxide, alkylating agents, aromatic amines, polycyclic aromatic hydrocarbons), while the endogenous sources mainly include, intracellular oxidative stress and errors in DNA replication^17–19^. Thus, genome integrity in cells is constantly monitored by a complex and highly conserved cellular mechanism, collectively termed the DNA damage response (DDR), which senses the DNA damage, arranges the appropriate repair of DNA damage, and resolve the DNA replication problems^20,21^. There are five major DNA repair pathways that the cell uses to repair the DNA damage. The pathways include base excision repair (BER), nucleotide excision repair (NER), mismatch repair (MMR), non-homologous end joining (NHEJ), and homologous recombination (HR). Of these pathways: BER, NER, and MMR repairs single-strand break; BER and NER repairs base damage; NHEJ repairs double-strand break, however, with errors; HR repairs double-strand break error-free; and all pathway correct non-double-strand break clustered DNA lesions^18,19,22^. These pathways are critical for maintaining the genome stability of cells. When DNA repair fails in cells, cell cycle progression is halted, and apoptosis is initiated. Also, incomplete or misrepair can result in a progeny of cells with mutations and chromosomal instability^18^. Apoptosis occurs through two main pathways: the extrinsic pathway, activated by ligand binding of a subset of the TNF receptor superfamily at the cell membrane; and the intrinsic pathway, controlled by the BCL-2 protein family and executed by mitochondrial outer membrane permeabilization (MOMP). Both pathways lead to the final activation of caspase-3 and caspase-7, which cleave over 1000 proteins leading to their degradation or activation^23^.

The genome integrity of pluripotent stem cells and germ cells is essential to the permanence of all species. DNA-damaged cells delay cell-cycle progression through checkpoint control and DNA repair for genome stability, but in some cases, directly induce apoptosis to eliminate mutated cells^24,25^. In particular, in the case of ESCs and induced pluripotent stem cells (iPSCs), apoptosis sensitivity is conspicuously conserved in single-strand and double-strand DNA breakage^26–28^. The genome integrity in human ESCs was controlled by removing damaged cells through apoptosis mechanism rather than DNA repair when exposed to DNA replication inhibitors^26^. Also, human ESCs undergo more rapid p53-dependent apoptosis after DNA damage than differentiated cells^29^. Although the germ cell also has high apoptotic potential, it is known that apoptosis is well induced when genetic mutations occur^30^. In a study of medaka fish using p53 and msh2 deficient germ cells, it was found that p53 and msh2 genes inhibit radiation-induced microsatellite instability (MSI) through mismatch removal and apoptosis mechanisms^30^. Thus, pluripotent cell types have different DNA damage and apoptosis mechanisms than differentiated cell types, which may control genetic instability against defects in their genome or epigenome.

A comprehensive understanding of the conservation and expression of DNA repair and apoptosis pathway genes is not very clear in chicken tissues. Therefore, our report on the expression profiling of DNA repair and apoptosis pathway genes along with pluripotency regulating genes in CEFs, EGK.X blastoderms, and PGCs at normal- and DNA damage-induced conditions will provide insights into the genome stability and instability of these test samples.

## Results

### Whole-transcriptome sequencing of CEFs, EGK.X blastoderms, and PGCs

The total RNA samples of CEFs, EGK.X blastoderms, and PGCs were used to construct cDNA libraries. 

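The whole-transcriptome data comprised 9 libraries, with 3 replicates each of CEFs, EGK.X blastoderms, and PGCs. CEFs are adherent fibroblasts grown from the embryonic body after the organs and limbs were removed. Each CEF replicate came from 5 embryos at HH stage 28 (embryonic day 6) and was cultured to passage 2. EGK.X blastoderms are the embryos of freshly laid eggs, and each replicate pooled 10 of them. PGCs, the precursors of the germ line, were taken from the gonads of embryos at the same stage as the CEFs by magnetic sorting for the surface antigen SSEA-1. Between 484 and 684 gonads were used for a PGC replicate.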

The resulting libraries were subjected to WTS analysis using the Illumina Nextseq 500 platform. 

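The authors aligned the reads to GRCg6a with HISAT2 and counted them on Ensembl genes with HTSeq-count, and the deposited tables give these counts per gene without normalization. The total count on genes was 64953799, 43511523, and 54881158 in CEF replicates 1 to 3, and it was 63806091, 67475925, and 60066862 in the EGK.X blastoderms. In the PGCs it was 56255185, 29512715, and 50306284. The median total was therefore 54881158 in CEFs, 63806091 in EGK.X blastoderms, and 50306284 in PGCs. Libraries were scaled with edgeR's TMM factors, which ranged from 0.739 to 1.26 and were lowest in the CEF libraries. The 50 most abundant genes took between 25.2% and 28.3% of the counts in CEFs, against 15.0% to 16.2% in EGK.X blastoderms and 16.2% to 17.6% in PGCs. With library size alone in place of the TMM factors, the median log2 fold change of all genes was higher by 0.50 for EGK.X blastoderms against CEFs, by 0.68 for PGCs against CEFs, and by 0.18 for PGCs against EGK.X blastoderms. The deposited normalized matrix held CPM values, the counts scaled to the TMM-adjusted library size. Its values differed from those recomputed from the counts by at most 3.25e-06%.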

The raw sequencing data were deposited in the NCBI GEO database (GSE174603). On average, among the Illumina Nextseq 500 platform produced raw-paired end reads, 126,023,088 reads (93.91%) were QC passed clean reads. 

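For each library, the reads that HTSeq-count recorded, counted on a gene or not, were set against the QC passed reads of Table S1. Per 100 QC passed reads of the paper, 93.0, 71.2, and 93.7 records were found in CEF replicates 1 to 3. The EGK.X blastoderm libraries held 89.5, 88.6, and 88.9 records per 100, and the PGC libraries 93.1, 45.5, and 92.4. CEF replicate 2 and PGC replicate 2 had the smallest total counts of their groups, although the paper's Table S1 lists 126076830 and 128951802 QC passed reads for them.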

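The count tables listed 24356 genes, of which 22698 had at least 1 count in the 9 libraries and 1658 had none. Between 48.5% and 53.4% of the records of a library were counted on a gene. Records outside any annotated gene made up 32.9% to 36.2% in CEFs, 26.6% to 27.8% in EGK.X blastoderms, and 33.8% to 36.2% in PGCs. Records with no alignment made up 9.46% to 10.1% in EGK.X blastoderms, more than the 4.50% to 5.27% in CEFs and the 4.60% to 5.10% in PGCs.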

Of the QC passed reads, 108,639,238 paired-end reads (86.46%) were mapped to the chicken reference genome (galGal6a) (Table S1), and those reads were mapped to 24,356 genes after filtering out non-mapped genes across all samples. The summary of transcript types detected in CEFs, EGK.X blastoderms, and PGCs are shown in Table S2. Based on the total quantified genes (24,356), the relationships between CEFs, EGK.X blastoderms, and PGCs were investigated through several approaches. 

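Replicates were first compared with one another over the genes counted in them. Pearson's r of the log2 normalized values, across genes within a pair of libraries, lay between 0.984 and 0.998 for replicates of the same group and between 0.828 and 0.882 for libraries of different groups. Genes are not independent replicates, so these values describe the libraries. To look for a library entered more than once, the counts of replicates were compared by a chi-square per degree of freedom, which covers counting error only and takes reads as independent molecules. It was at least 15.9, so no pair was counted as 1 sample. It was 203, 107, and 146 between CEF replicates, the first for replicates 1 and 2, and 196 and 202 between EGK.X blastoderm replicate 3 and replicates 1 and 2, which differed from each other by 24.8. Between PGC replicates it was at most 23.9.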

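Distances between the libraries were computed on log2(normalized CPM + 1). In the multidimensional scaling of these distances, the first dimension held 57.3% and the second dimension 37.2% of the variance. The smallest distance between libraries of different groups was 194, and the largest distance between replicates of a group was 71.5, a ratio of 2.72. The mean distance was 222 between EGK.X blastoderms and CEFs, 237 between PGCs and CEFs, and 198 between PGCs and EGK.X blastoderms. Among the settings tried, a pseudocount of 0.1 gave the lowest ratio, 2.35, and the 500 most variable genes gave the highest, 5.55.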

According to MDS plot approach, CEFs, EGK.X blastoderms, and PGCs samples were clearly divergent (Fig. 1A). 

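A gene was taken as detected in a group when at least 1 of its 3 replicates had a count. By this definition 20385 genes were detected in CEFs, 21323 in EGK.X blastoderms, and 21347 in PGCs, and 19073 of them were shared by the 3 groups.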

According to heatmap and Venn diagram approaches, transcripts commonly or uniquely expressed in the test samples were clearly revealed (Fig. 1B–D). In particular, among all types of genes, 344, 537, and 533 were uniquely expressed in CEFs, EGK.X blastoderms, and PGCs, respectively (Fig. 1C). 

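The deposited counts gave 344, 537, and 533 such genes. Of these, 59.9% in CEFs, 54.4% in EGK.X blastoderms, and 59.5% in PGCs had at most 3 reads summed over the 3 replicates. A count was present in every replicate for 80 of the genes unique to CEFs, 155 of those unique to EGK.X blastoderms, and 139 of those unique to PGCs. With a count required in every replicate before a gene was taken as detected in any group, 460, 857, and 946 genes were unique to CEFs, EGK.X blastoderms, and PGCs. After every library was drawn down to the smallest total of 29512715 counts, the numbers were 398, 536, and 723. For a gene with so few reads, absence from the other groups was not detectable at this depth.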

Among the protein-coding genes, 107, 183, and 164 were uniquely expressed in CEFs, EGK.X blastoderms, and PGCs, respectively (Fig. 1D). 

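A single model was fitted to all 9 libraries, so that the 3 comparisons shared an estimate of the spread between replicates. The genes with a count were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the paper. On counts simulated from these libraries with 200 changed genes, the test recovered 177 of them (88.5%) and called 5 unchanged genes among 22409 tested. The changed genes excluded those with few counts, and the raised ones had a median log2 fold change of 2.05. They were raised and lowered in equal numbers, and the simulated spread followed the trend with expression. In the real libraries far more genes differed, so these rates do not measure the performance there.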

Statistical tests were performed to identify differentially expressed genes (DEGs) between the test samples: i.e., CEFs versus EGK.X blastoderms; CEFs versus PGCs; and EGK.X blastoderms versus PGCs. As a result, large numbers of DEGs were detected in EGK.X blastoderms/PGCs compared with CEFs at FDR-adjusted *P* < 0.05. Similarly, large numbers of DEGs were detected in PGCs compared with EGK.X blastoderms at FDR-adjusted *P* < 0.05 (Fig. 1E).

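In EGK.X blastoderms compared with CEFs, 5245 genes were higher and 4896 were lower, which is 44.7% of the genes tested. In PGCs compared with CEFs, 5387 were higher and 4193 lower. With an adjusted p under 0.05 alone, 12937 and 12482 genes passed. The split between directions depended on the scaling. With library size alone, 66.4% of the genes called in EGK.X blastoderms were higher, against 51.7% with TMM factors, and 75.1% of those called in PGCs, against 56.2%. With the likelihood ratio test that the paper names, 10908 genes were called in EGK.X blastoderms, among them 10139 of the 10141 above. Among genes with at least 100 counts in every library of the higher group, NANOG had the smallest adjusted p of those that rose in EGK.X blastoderms. The identifiers of most other such genes are not paired with names in the tables used here. Of these, ENSGALG00000012662 fell in EGK.X blastoderms by a log2 fold change of -7.06 (standard error 0.15), and ENSGALG00000016690 was at least 18773-fold higher in PGCs than in CEFs.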

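In PGCs compared with EGK.X blastoderms, 5300 genes were higher and 4200 lower. An adjusted p under 0.05 was reached by 12408 genes irrespective of the size of the change.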

**Figure 1:**
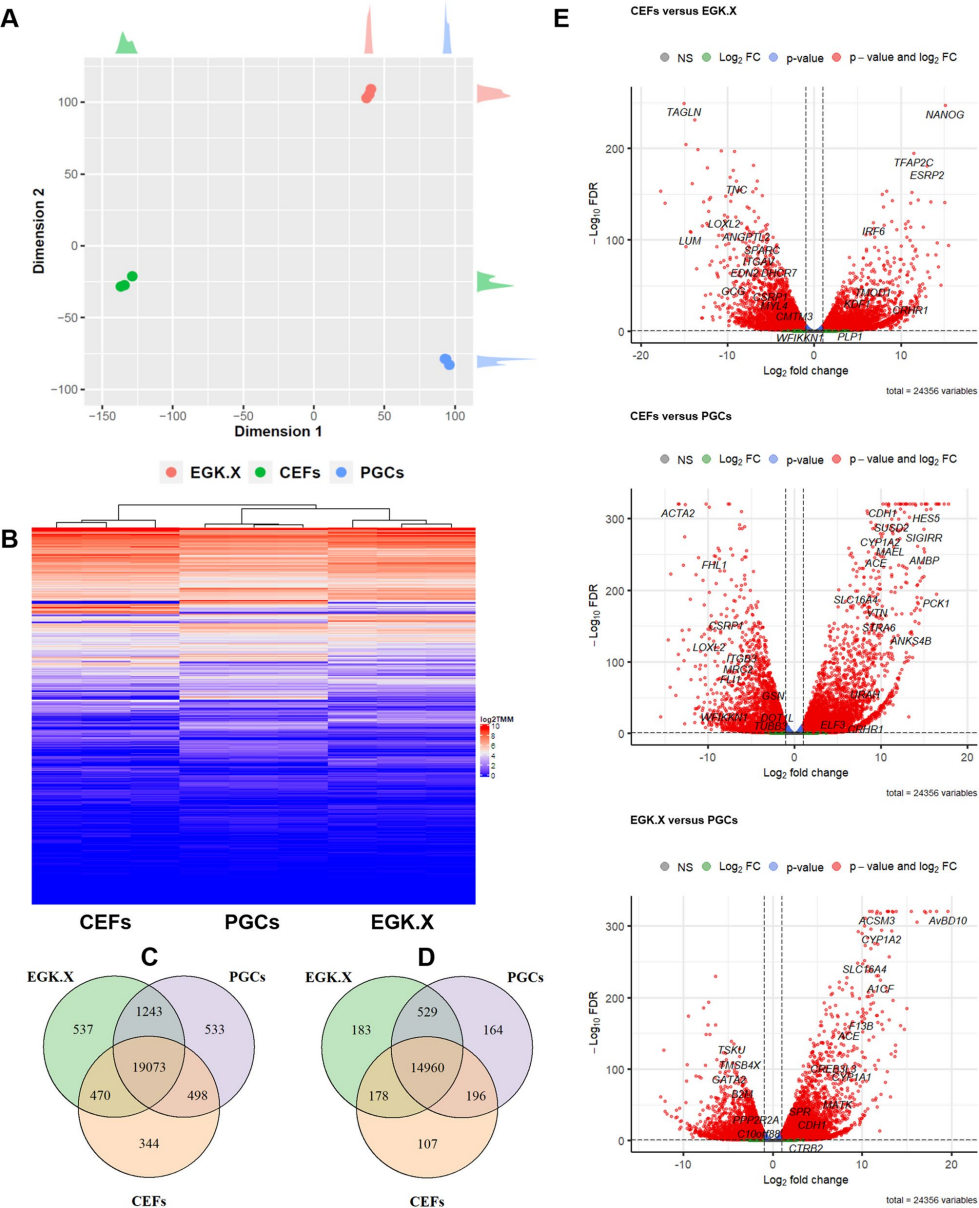
Investigation of the relationships between CEFs, EGK.X blastoderms, and PGCs based on quantified genes (24,356) expression of the whole-transcriptome sequencing. (**A**) MDS plot approach. (**B**) Heatmap approach. (**C**) Venn diagram approach using all types of genes. (**D**) Venn diagram approach using protein-coding genes. (**E**) Volcano plot approach. In (**E**), three statistical tests were performed between the test samples: CEFs versus EGK.X blastoderms; CEFs versus PGCs; and EGK.X blastoderms versus PGCs. Significantly upregulated (right) and downregulated (left) genes in EGK.X blastoderms compared with CEFs (top graph), PGCs compared with CEFs (middle graph), and PGCs compared with EGK.X blastoderms (bottom graph).

### Analysis of the relationship between DNA repair pathway, apoptosis pathway, and pluripotency regulating genes

The chicken-specific DNA repair pathway genes were primarily identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway maps. The presence of those identified genes in the current annotation release of the chicken reference genome (galGal6a) was further verified using the Ensembl database. As a result, 27 BER pathway genes, 38 NER pathway genes, 19 MMR pathway genes, 10 NHEJ pathway genes, and 39 HR pathway genes were identified (Table S3). 

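Table S3 lists 27 BER, 38 NER, 19 MMR, 10 NHEJ, and 41 HR entries, and 39 of the HR entries carry an Ensembl identifier. With genes in several pathways taken once, the lists hold 107 DNA repair genes. Of these, 106 had a count in at least 1 library and entered the tests.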

The identified gene list of each DNA repair pathway was again subjected to the KEGG mapper. The results revealed that the DNA repair pathway genes are also involved in several other pathways related to, for instance, cell communication, cell signaling, cell cycle, and DNA replication. Furthermore, several genes were found to have a versatile role in DNA repair as they were overlapped between the DNA repair pathways (Fig. S1). Similarly, we identified the chicken-specific apoptosis (including extrinsic and intrinsic) pathway genes using the KEGG pathway map and verified their presence in the galGal6a using the Ensembl database. 

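In Table S3, 18 of the DNA repair genes appear in more than 1 pathway.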

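Of the 25 apoptosis entries in Table S3, 22 carry an Ensembl identifier, and each of these genes had counts in the libraries.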

The identified 22 apoptosis pathway genes (Table S3) were again subjected to KEGG pathway mapper. The results revealed that they are involved in more other pathways (Fig. S1) than DNA repair pathway genes. Since the chicken-specific information is not available, the signaling pathway genes regulating pluripotency of stem cells in human/mouse were retrieved using the KEGG pathway map, and their homologs in chicken were identified using the Ensembl database. In total, 134 homologs of the pluripotency regulating genes were identified in chicken; however, none of them were overlapped with the DNA repair pathway or apoptosis pathway genes. For further analysis, we selected 25 candidate pluripotency regulating genes (Table S3) that represent different signaling pathways (Jak-STAT, MAPK, TGFβ, Wnt, and PI3K-AKT), core transcriptional network, and downstream targets (essential for pluripotency maintenance).

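Genes of every type with a count in any library were clustered, 22698 in all, since gene types were not used here. Euclidean distances between their log2(normalized CPM + 1) profiles were joined with the ward.D2 linkage into 100 clusters. The clusters were uneven in size, from 6 to 4396 genes with a median of 136.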

We clustered the protein-coding genes (16,317 genes whose expression is not zero), including the DNA repair, apoptosis, and pluripotency genes (shown in Table S3), into 100 clusters. As a result, 22 clusters contain only DNA repair pathway genes, 6 clusters contain apoptosis pathway genes, and 11 clusters contain pluripotency regulating genes, indicating their unique expression patterns and role in these activities (Table S4). In particular, at least 8 clusters (clusters 6, 9, 20, 23, 25, 30, 49, and 74) contain only three or more DNA repair pathway genes, further indicating subsets of the DNA repair pathway genes showing similar expression patterns. 

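In the clustering of genes of every type, 15 clusters held DNA repair genes and no gene of the other lists, 8 held only apoptosis pathway genes, and 10 held only pluripotency regulating genes. As a comparison, the listed genes were placed at random in the clusters 10000 times, in proportion to cluster size. Clusters with DNA repair genes only then averaged 29.3 (central 95% from 22 to 36), above the 15 observed. For apoptosis pathway genes only, as many clusters as observed arose with a permutation p of 0.0373, and for pluripotency regulating genes only with a permutation p of 0.0115, both one-sided and not adjusted for the 7 counts compared. The number of clusters with DNA repair genes only moved most when 200 clusters were formed, to 35. It was 16 to 22 over the 9 clusterings that each left out a library, all above the 15 of the main clustering. The ward.D linkage gave 24 and genes scaled to unit variance gave 26. Random placement did not match the listed genes on expression, so the low number cannot be put down to shared expression patterns.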

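In the clustering of genes of every type, 5 clusters held 3 or more DNA repair genes and no other listed gene. Random placement gave a mean of 3.57 such clusters (permutation p = 0.273, one-sided). Across the 9 clusterings that each left out a library, the number lay between 6 and 9.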

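The core transcriptional network genes were followed in the same clustering. NANOG and Pou5f3 fell together in a cluster of 18 genes that held no other listed gene, and SOX2 fell in another, of 168 genes.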

In the case of clusters containing pluripotency regulating core transcriptional network genes, *NANOG* and *Pou5f3* were present within cluster 99, but *SOX2* was present in cluster 29, indicating the distinct expression patterns of *SOX2*. Furthermore, at least 4 clusters (clusters 2, 10, 31, and 43) contain genes from all three categories (DNA repair pathway, apoptosis pathway, and pluripotency regulating). 

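Clusters with genes from the 3 categories numbered 4 here, and random placement gave a mean of 4.25 (central 95% from 2 to 7). The number was 1 without PGC replicate 3.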

Other clusters contain genes from any two of the three categories (DNA repair and apoptosis, DNA repair and pluripotency, or apoptosis and pluripotency). Here, we can infer that a number of DNA repair, apoptosis, and pluripotency genes show related expression and connected functions, possibly through signaling genes.

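In all, 52 of the clusters held at least 1 listed gene, and 33 of them held genes of a single category. From the clusters that combine categories, the paper infers that a number of DNA repair, apoptosis, and pluripotency genes have related expression, and it proposes signaling genes as the link.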

### Expression profiling of DNA repair pathway genes in CEFs, EGK.X blastoderms, and PGCs

We screened the read counts of DNA repair pathway genes based on the WTS of CEFs, EGK.X blastoderms, and PGCs. 

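The read counts of DNA repair genes differed widely between groups. UNG (ENSGALG00000021285, chromosome 15, 6946607 to 6950966 of GRCg6a) had 400 to 676 counts in CEFs, 7153 to 7931 in EGK.X blastoderms, and 4509 to 8531 in PGCs. PARP3 (ENSGALG00000004517, chromosome 12, 3551260 to 3554379) had 53 to 104 counts in EGK.X blastoderms, against 376 to 665 in CEFs and 473 to 944 in PGCs.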

Then, we used the log_2_ *TMM* values of the normalized read counts for better visualization of the gene expression through heatmaps. In the results, most of the DNA repair pathway genes were expressed stronger in EGK.X blastoderms than CEFs (Fig. 2A). Also, most of the DNA repair pathway genes were expressed stronger in PGCs than CEFs (Fig. 2B). Moreover, when we compared EGK.X blastoderms and PGCs, the DNA repair pathway genes were expressed stronger in EGK.X blastoderms than PGCs (Fig. 2C). 

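Of the DNA repair genes tested, 86 had a log2 fold change above 0 in EGK.X blastoderms against CEFs. The median was 0.58, against 0.09 for all genes. It lay at percentile 99.99 of the medians of 10000 random lists of the same size matched on mean expression. The number of genes called higher was 31. It moved most, to 65, with the adjusted p alone, and library size alone in place of the TMM factors gave 61. Relative to the median of all genes, the median of the list was 0.49 under both scalings.

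**Figure D1:**
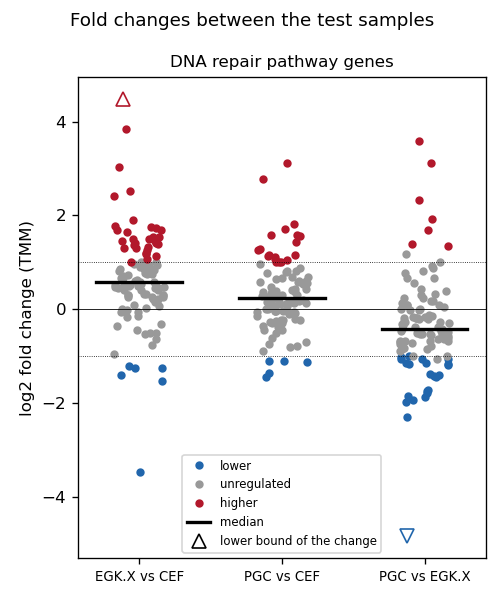
Log2 fold changes of the DNA repair pathway genes in the 3 comparisons, with a point per gene colored by its call, dotted lines at -1 and 1, and a black bar at the median. The medians are 0.58, 0.23, and -0.42 with TMM factors, and an open triangle marks a gene drawn at its lower bound because a group had at most 3 counts in each library.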

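In PGCs against CEFs, 71 of the DNA repair genes had a log2 fold change above 0, with a median of 0.23 for the list and 0.05 for all genes. The median lay at percentile 99.89 of the matched random lists. Relative to all genes, the list was higher by 0.18 with TMM factors and by 0.19 with library size alone.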

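In PGCs against EGK.X blastoderms, 75 of the DNA repair genes had a log2 fold change below 0. The median was -0.42, at percentile 4.33 of the matched random lists, inside their central 95% (from -0.45 to 0.15).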

The overall expression of DNA repair pathway genes in CEFs, EGK.X blastoderms, and PGCs were visualized through violin plots with the log_2_ *TMM* values of genes. As a result, the overall expression of DNA repair pathway genes was stronger in EGK.X blastoderms (Fig. 2D). 

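The median log2(normalized CPM + 1) of the DNA repair genes was 5.12 ± 0.12 (SD, n = 3) in CEFs, 5.64 ± 0.10 (SD, n = 3) in EGK.X blastoderms, and 5.39 ± 0.03 (SD, n = 3) in PGCs. With the TMM factors, every EGK.X blastoderm replicate lay above every CEF and every PGC replicate. Such a separation gives an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow. Scaled by library size alone, the replicates of EGK.X blastoderms and PGCs overlapped, at 5.63 to 5.92 and 5.63 to 5.70, so that only the separation from CEFs was left. From the heatmaps and violin plots, the paper states that expression of the DNA repair pathway genes was strongest in EGK.X blastoderms.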

Next, DEGs of the DNA repair pathway were examined between the test samples: CEFs versus EGK.X blastoderms; CEFs versus PGCs; and EGK.X blastoderms versus PGCs. 

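In EGK.X blastoderms compared with CEFs, 31 DNA repair genes were called higher over all genes tested, and 31 when adjusted over the list alone. With genes in several pathways counted in each, these were 7 BER, 10 NER, 12 MMR, 2 NHEJ, and 14 HR genes. The MMR list had the largest median change of the 5 pathways, 1.30, and each of its 19 genes had a log2 fold change above 0. PCNA, RPA2, RPA3, RFC1, RFC2, and RFC3 were among its called genes. LIG3, POLE3, and RAD52 had log2 fold changes that round to 1.00 and fell just short of the threshold.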

According to FDR-adjusted *P* < 0.05 and logFC cutoff, 9 BER genes, 11 NER genes, 12 MMR genes, 2 NHEJ genes, and 15 HR genes were shown > 1-fold upregulation in EGK.X blastoderms than CEFs. 

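In PGCs compared with CEFs, 19 DNA repair genes were called higher. They comprised 3 BER genes (NTHL1, NEIL1, and UNG), 4 NER genes (DDB2, XPC, RFC2, and RFC5), 3 MMR genes, 3 NHEJ genes (DNTT, XRCC4, and NHEJ1), and 8 HR genes. NEIL3 fell just short, with a log2 fold change of 0.98. BRCA2 (ENSGALG00000017073, chromosome 1, 175900477 to 175937209 of GRCg6a) had the largest rise of the HR genes, with a log2 fold change of 1.82 (standard error 0.13), and every PGC library lay above every CEF library. Without PGC replicate 2, 4 BER genes were called, and without CEF replicate 2 there was 1.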

In PGCs, 5 BER genes, 4 NER genes, 3 MMR genes, 3 NHEJ genes, and 8 HR genes were shown > 1-fold upregulation than CEFs. 

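Fewer DNA repair genes were lower than in CEFs. In EGK.X blastoderms 6 were called lower, namely POLE4, PARP3, ERCC5, NHEJ1, ATM, and DMC1. DMC1 was the least certain of them, with 8 to 20 counts against 9 to 29 in CEFs, and 7 of the 9 fits that each left out a library did not call it. In PGCs 5 were called lower, namely POLB, HMGB1, PARP4, ERCC5, and UIMC1. Library size alone in place of the TMM factors left 1 gene lower in EGK.X blastoderms.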

Only 1–3 genes of some DNA repair pathways were shown < − 1-fold downregulation in EGK.X blastoderms/PGCs than CEFs. 

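In PGCs compared with EGK.X blastoderms, 23 DNA repair genes were called lower and 7 higher. The lower genes were 7 BER, 10 NER, 8 MMR, 1 NHEJ, and 9 HR genes. The NHEJ gene was LIG4. DNTT had a log2 fold change of -1.07 with a wide error (standard error 0.46) and was not called. The genes higher in PGCs were POLE4, PARP3, XRCC4, NHEJ1, ATM, SYCP3, and RAD51B.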

In EGK.X blastoderms versus PGCs condition, 7 BER genes, 11 NER genes, 8 MMR genes, 2 NHEJ genes, and 10 HR genes were shown < − 1-fold downregulation in PGCs (i.e., they are > 1-fold upregulated in EGK.X blastoderms) (Fig. 3). Looking at the results of gene set enrichment analysis (GSEA) (Fig. S2), the DNA repair pathways were shown enrichment in EGK.X blastoderms (Fig. S2A), and PGCs (Fig. S2B) compared to CEFs as more genes (black bars) are in the positively correlated region. Also, the DNA repair pathways were shown enrichment in EGK.X blastoderms compared to PGCs as more genes are in the negatively correlated region (Fig. S2C). 

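The lists were tested with fgsea on genes ranked by log2 fold change, with 10000 gene permutations and 24 tests over 8 lists and 3 comparisons. In EGK.X blastoderms against CEFs, the joint DNA repair list had a normalized enrichment score of 1.40 (permutation p = 0.0196, and 0.236 after Benjamini-Hochberg adjustment in fgsea). The MMR list had the highest score of the DNA repair lists, 1.55 (permutation p = 0.0301). In PGCs against CEFs, the joint list scored 0.90 (permutation p = 0.669), and the NER list was the only pathway below 0, at -0.91.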

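The joint DNA repair list had a normalized enrichment score of -1.18 in PGCs against EGK.X blastoderms (permutation p = 0.119), and the MMR list scored -1.52 (permutation p = 0.0429). The NHEJ list went the other way, at 0.91.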

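Of the 24 fgsea tests, 4 had an unadjusted permutation p under 0.05 and none passed after Benjamini-Hochberg adjustment. With a preset correlation of 0.01 between genes, camera called 12 of the 24, and fry called 23. The fry test asks whether the genes of a list change at all, not whether they change more than other genes. With 41.9% to 44.7% of all genes called in the 3 comparisons, a list can pass it without standing out. With the correlation estimated from the libraries, camera called none, and 3 had an unadjusted p under 0.05.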

Although the GSEA results were not significant at the confidence level of 0.05, we can find a similar tendency as in Figs. 2 and 3.

**Figure 2:**
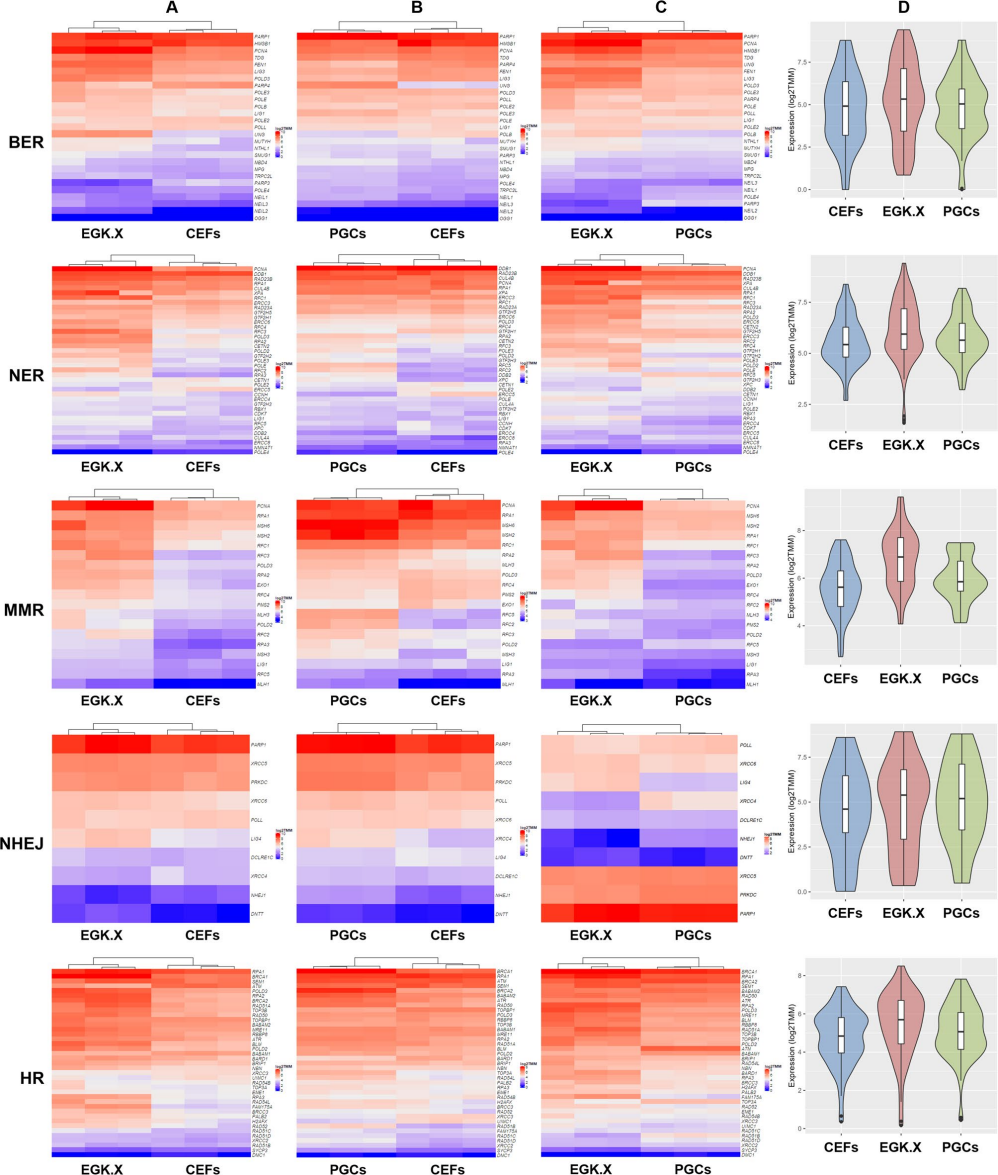
Visualization of the expression of DNA repair pathway genes. (**A–C**) Heatmaps using log_2_ *TMM* values of the normalized read counts of each DNA repair pathway genes in CEFs and EGK.X blastoderms (**A**), CEFs and PGCs (**B**), and EGK.X blastoderms and PGCs (**C**) were prepared separately for better visualization. (**D**) Violin plots were prepared with the log_2_ *TMM* values to visualize the overall expression of DNA repair pathway genes in CEFs, EGK.X blastoderms, and PGCs.

**Figure 3:**
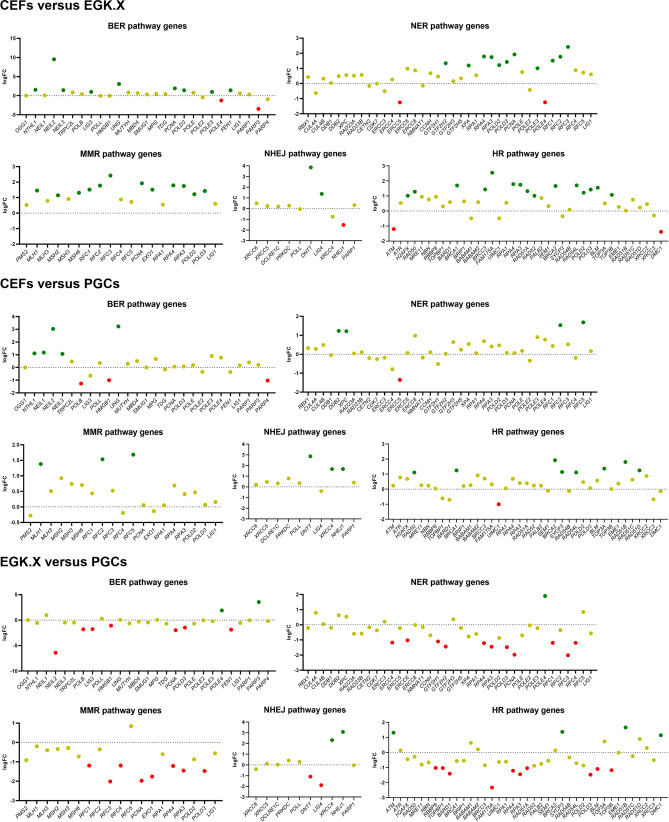
Differentially expressed genes (DEGs) of the DNA repair pathway between the test samples. DEGs in EGK.X blastoderms compared with CEFs, DEGs in PGCs compared with CEFs, and DEGs in PGCs compared with EGK.X blastoderms were shown in the top, middle, and bottom graphs, respectively. Green: significantly upregulated. Red: significantly downregulated. Yellow: unregulated.

We employed quantitative reverse transcription-polymerase chain reaction (RT-qPCR) to further verify a part of WTS results. 

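NEIL2, UNG, PCNA, RFC3, DNTT, LIG4, BRCA1, and FAM175A were examined in the whole-transcriptome libraries, with coordinates on GRCg6a. NEIL2 (ENSGALG00000016664, chromosome 3, 107354453 to 107358580) had no count in any CEF library, 106 to 130 counts in EGK.X blastoderms, and 0 to 3 in PGCs. It was at least 22.3-fold higher in EGK.X blastoderms than in CEFs. With at most 3 counts in every library of both CEFs and PGCs, no fold between them is given. UNG rose from 13.5 ± 1.08 (SD, n = 3) normalized CPM in CEFs to 111 ± 8.14 (SD, n = 3) in EGK.X blastoderms and 118 ± 6.38 (SD, n = 3) in PGCs. PCNA (chromosome 22, 479245 to 482505) had 158 ± 31.4, 593 ± 97.2, and 154 ± 11.0 normalized CPM in the same order, and PGCs were not distinguishable from CEFs (log2 fold change -0.04, standard error 0.16). RFC3 (chromosome 1, 175226091 to 175239903) was higher in EGK.X blastoderms by a log2 fold change of 2.41 (standard error 0.19, adjusted p = 4.13e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every EGK.X blastoderm library above every CEF library. DNTT (chromosome 6, 22168276 to 22256565) had 1 to 6 counts in CEFs, 55 to 100 in EGK.X blastoderms, and 15 to 48 in PGCs, with log2 fold changes of 3.83 and 2.77 against CEFs. LIG4 (chromosome 1, 141655789 to 141659420) was higher in EGK.X blastoderms by 1.37, and its log2 fold change of -0.50 in PGCs did not pass the threshold. BRCA1 (chromosome 27, 7970099 to 7990457) was higher in EGK.X blastoderms by 1.68 and in PGCs by 1.15. FAM175A (chromosome 4, 46465724 to 46472824) was higher in EGK.X blastoderms by 2.53, and in PGCs its change of 0.23 was not distinguishable from 0 (standard error 0.19).

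**Figure D2:**
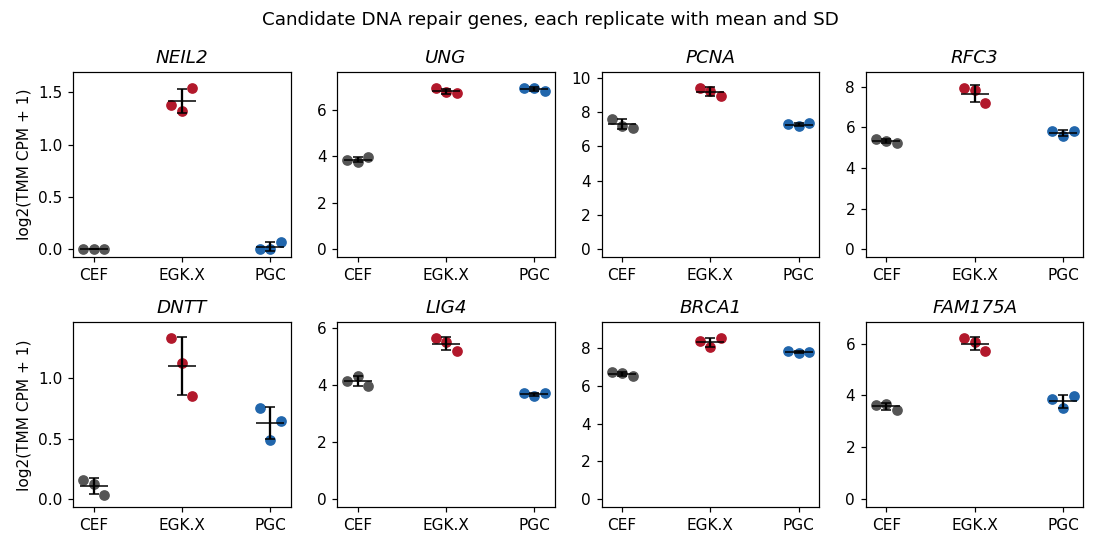
Log2(TMM-normalized CPM + 1) of the 8 candidate DNA repair genes in each of the 3 replicates of CEFs, EGK.X blastoderms, and PGCs, with the mean and SD. NEIL2 sits at 0 in every CEF library, and UNG, DNTT, and BRCA1 lie above CEFs in every EGK.X blastoderm and PGC library.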

We selected candidate genes from the BER pathway (*NEIL2* and *UNG*), NER/MMR pathway (*PCNA* and *RFC3*), NHEJ pathway (*DNTT* and *LIG4*), and HR pathway (*BRCA1* and *FAM175A*), which showed higher fold expression primarily in EGK.X blastoderms in the WTS results. The selected genes were amplified using the gene-specific primers (Table S5) and prepared cDNA of test samples. All the selected genes were significantly expressed more higher in EGK.X blastoderms than their expression in CEFs (Fig. S3), consistent with WTS results. Also consistent with WTS results, *NEIL2*, *UNG*, *DNTT*, and *BRCA1* were significantly expressed higher in PGCs compared to CEFs expression (Fig. S3).

### Expression profiling of apoptosis pathway genes in CEFs, EGK.X blastoderms, and PGCs

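Of the apoptosis pathway genes, 17 had a log2 fold change below 0 in EGK.X blastoderms against CEFs and 15 in PGCs against CEFs. The medians were -0.49 and -0.69. The median in EGK.X blastoderms lay at percentile 9.08 of random lists matched on mean expression and that in PGCs at percentile 3.28, both inside the central 95%. The scaling moved these values most. With library size alone the median in EGK.X blastoderms was 0.01, and the median log2 fold change of apoptosis pathway genes, PGCs against CEFs, was -0.00092. Relative to the median of all genes these were -0.58 and -0.73, against -0.59 and -0.74 with TMM factors.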

According to log_2_ *TMM* values of the normalized read counts of apoptosis pathway genes based on the WTS of CEFs, EGK.X blastoderms, and PGCs, most of the apoptosis pathway genes were expressed lower in EGK.X blastoderms (Fig. 4A) and PGCs (Fig. 4B) than that of CEFs. On the other hand, the expression of apoptosis pathway genes was stronger in EGK.X blastoderms than PGCs (Fig. 4C). 

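In PGCs against EGK.X blastoderms, 15 of the 22 apoptosis pathway genes had a log2 fold change below 0, with a median of -0.44 at percentile 13.63 of matched random lists, inside the central 95%.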

The overall expression of apoptosis pathway genes was higher in CEFs (Fig. 4D). 

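The median log2(normalized CPM + 1) of the apoptosis pathway genes was 5.07 ± 0.08 (SD, n = 3) in CEFs, 4.83 ± 0.07 (SD, n = 3) in EGK.X blastoderms, and 4.11 ± 0.04 (SD, n = 3) in PGCs. With library size alone the order of the first pair changed, to 4.69 in CEFs and 4.94 in EGK.X blastoderms. The mean over genes with TMM factors was 4.97, 4.25, and 3.93 in the same order.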

Next, DEGs of apoptosis pathway were examined between the test samples: CEFs versus EGK.X blastoderms; CEFs versus PGCs; and EGK.X blastoderms versus PGCs. 

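In EGK.X blastoderms compared with CEFs, 10 apoptosis pathway genes were called lower, namely TNFRSF10B, FAS, TNFRSF1A, TRADD, CASP10, BCL2, BAK1, CASP9, MAP3K5, and MAPK10, and 4 were called higher. In PGCs compared with CEFs, 10 genes were called lower. FADD was the nearest of them to the threshold, with a log2 fold change of -1.01. PMAIP1 was among the 2 genes called higher in PGCs.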

According to FDR-adjusted *P* < 0.05 and logFC cutoff, 10 and 9 genes were shown < − 1-fold downregulation in EGK.X blastoderms (Fig. 4E) and PGCs (Fig. 4F), respectively, than CEFs. In EGK.X blastoderms versus PGCs condition, 8 genes were shown < − 1-fold downregulation in PGCs (i.e., they are > 1-fold upregulated in EGK.X blastoderms) (Fig. 4G). 

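By the same thresholds, 7 apoptosis pathway genes were called lower in PGCs than in EGK.X blastoderms and 3 higher. TNFRSF10B, FAS, TNFRSF1A, and BCL2L1 were among the lower genes, and BID fell just short with a log2 fold change of -0.98. TNFRSF10B fell most, by a log2 fold change of -2.57 (standard error 0.19), from 1699 to 2531 counts to 195 to 312. For TNFRSF1A the call was lost in 2 of the 9 fits that each left out a library. The genes higher in PGCs were TRADD, BCL2, and CASP9.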

The GSEA results of the apoptotic pathway showed that the pathway genes appear to be expressed less in EGK.X blastoderms (Fig. 4H) and PGCs (Fig. 4I) than that of CEFs, and less in PGCs than that of EGK.X blastoderms (Fig. 4J), a similar tendency as in Fig. 4A–G.

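In the fgsea test, the apoptosis pathway list had a normalized enrichment score of -1.32 in EGK.X blastoderms against CEFs (permutation p = 0.123), -1.69 in PGCs against CEFs (permutation p = 0.0120), and -0.79 in PGCs against EGK.X blastoderms (permutation p = 0.793). The score in PGCs against CEFs did not pass adjustment over the 24 tests. The paper reads its own GSEA as the same tendency as the heatmaps and differentially expressed genes. That tendency is lower expression of the pathway in EGK.X blastoderms and PGCs than in CEFs.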

**Figure 4:**
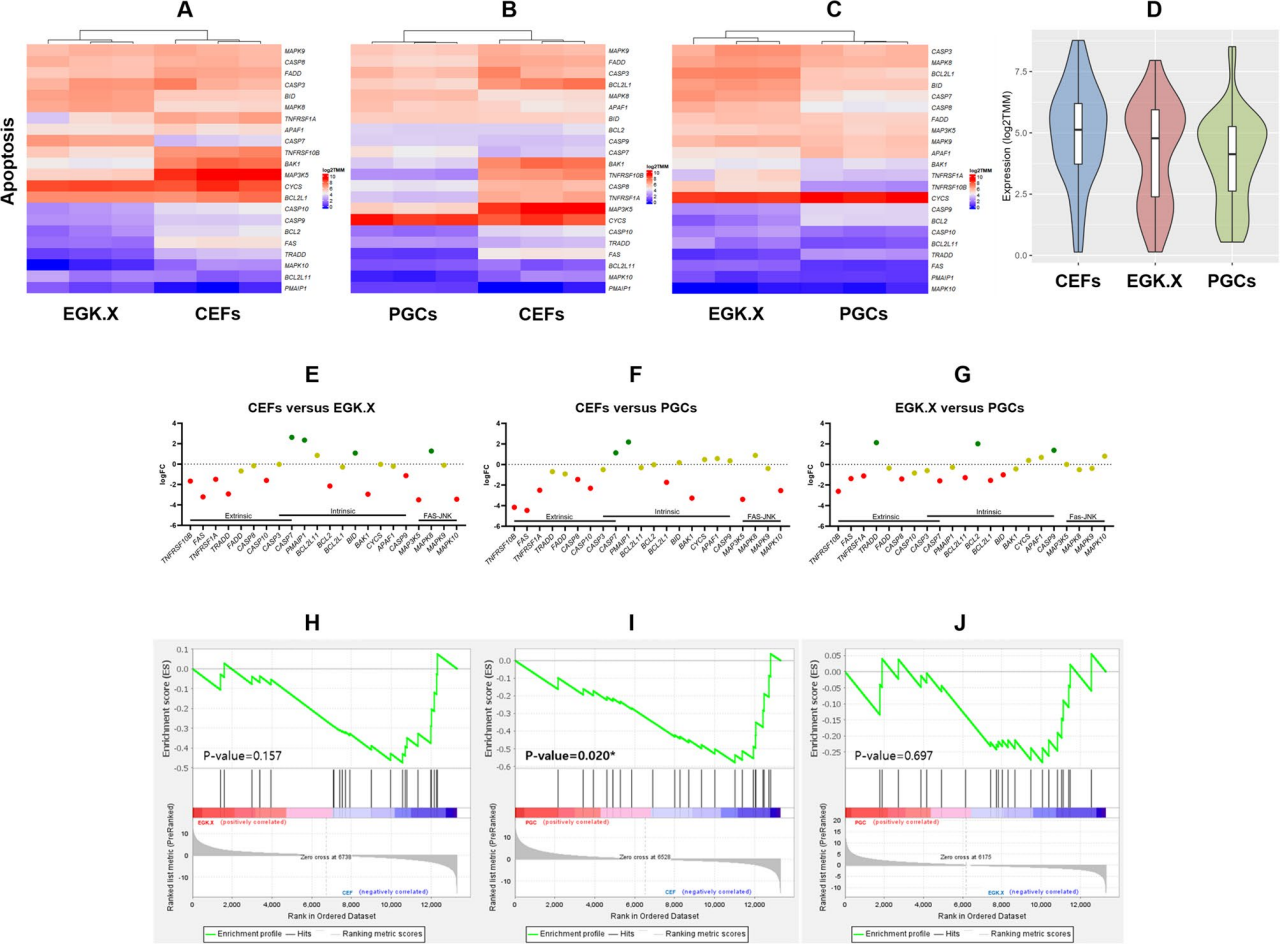
Expression profiling of apoptosis pathway genes. (**A–C**) Heatmaps using log_2_ *TMM* values of the normalized read counts of apoptosis pathway genes in CEFs and EGK.X blastoderms (**A**), CEFs and PGCs (**B**), and EGK.X blastoderms and PGCs (**C**) were prepared separately for better visualization. (**D**) Violin plots were prepared with the log_2_ *TMM* values to visualize the overall expression of apoptosis pathway genes in CEFs, EGK.X blastoderms, and PGCs. (**E–G**) DEGs of apoptosis pathway between the test samples. DEGs in EGK.X blastoderms compared with CEFs, DEGs in PGCs compared with CEFs, and DEGs in PGCs compared with EGK.X blastoderms were shown in (**E**–**G**) respectively. Green: significantly upregulated. Red: significantly downregulated. Yellow: unregulated. (**H–J**) GSEA of apoptosis pathway at CEFs versus EGK.X blastoderms (**H**), CEFs versus PGCs (**I**), and EGK.X blastoderms versus PGCs (**J**) conditions.

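FAS, TNFRSF1A, BAK1, and MAP3K5 were lower in both EGK.X blastoderms and PGCs than in CEFs in the whole-transcriptome libraries. FAS (ENSGALG00000006351, chromosome 6, 20087175 to 20099497 of GRCg6a) had 24.5 ± 1.41 (SD, n = 3) normalized CPM in CEFs, 2.63 ± 0.178 (SD, n = 3) in EGK.X blastoderms, and 1.03 ± 0.0788 (SD, n = 3) in PGCs. TNFRSF1A (chromosome 1, 80183729 to 80196654) varied between EGK.X blastoderm libraries, with 716 to 2285 counts, and had a log2 fold change of -1.50 against CEFs (standard error 0.31, adjusted p = 0.00119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every EGK.X blastoderm library below every CEF library. BAK1 (chromosome 26, 4677456 to 4689316) had log2 fold changes of -2.96 in EGK.X blastoderms and -3.36 in PGCs. PGCs and EGK.X blastoderms did not differ past the threshold for it (-0.40, standard error 0.18). MAP3K5 (chromosome 3, 55054006 to 55149738) had log2 fold changes of -3.51 and -3.47, and PGCs were not distinguishable from EGK.X blastoderms.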

To further confirm WTS results, we selected 4 candidate apoptosis genes (*FAS*, *TNFRSF1A*, *BAK1,* and *MAP3K5*) that showed higher fold downregulation in EGK.X blastoderms and PGCs. Then, we amplified them using the gene-specific primers (Table S5) and cDNA of test samples by RT-qPCR. Consistent with WTS results, *FAS*, *TNFRSF1A*, *BAK1,* and *MAP3K5* were expressed lower in EGK.X blastoderms and more lower in PGCs compared to CEFs expression (Fig. S3).

### Expression profiling of pluripotency regulating genes in CEFs, EGK.X blastoderms, and PGCs

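Of 26 pluripotency entries in Table S3, 25 carry an Ensembl identifier, and each of these genes had counts. Their fold changes went both ways. In EGK.X blastoderms against CEFs, 10 were above 0 and 15 below, with a median of -0.15. The median became 0.36 with library size alone, 0.03 with upper-quartile scaling, and 0.03 without EGK.X blastoderm replicate 3.

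**Figure D3:**
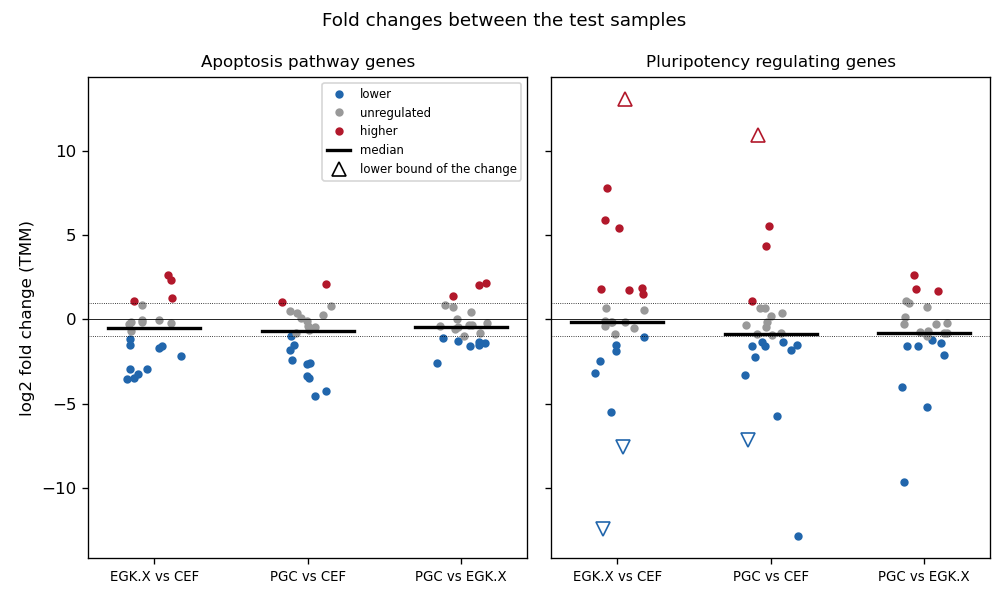
Log2 fold changes of the apoptosis pathway genes and of the pluripotency regulating genes in the 3 comparisons, with a point per gene colored by its call, dotted lines at -1 and 1, a black bar at the median, and open triangles for genes drawn at their lower bound. The medians of the apoptosis pathway genes are -0.49, -0.69, and -0.44 and those of the pluripotency regulating genes are -0.15, -0.88, and -0.79 with TMM factors, and genes with no usable bound are not drawn.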

We examined the expression profiling of 25 candidate pluripotency regulating genes in CEFs, EGK.X blastoderms, and PGCs based on the WTS data. 

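Compared with CEFs, 8 pluripotency regulating genes were called higher in EGK.X blastoderms and 8 lower. The lower genes were LIFR, MAPK3, INHBA, DVL1, FGF2, FGFR1, IGF1, and IGF1R. INHBA (ENSGALG00000034616, chromosome 2, 50572648 to 50587618 of GRCg6a) had 6453 to 13612 counts in CEFs and 0 to 2 in EGK.X blastoderms, and was at least 5518-fold lower.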

According to log_2_ *TMM* values of the normalized read counts, and FDR-adjusted *P* < 0.05 and logFC cutoff, 8 genes each were shown > 1-fold upregulation or < − 1-fold downregulation in EGK.X blastoderms than CEFs. In particular, core transcriptional network genes (*NANOG*, *Pou5f3*, and *SOX2*), pluripotency-associated genes (*KLF4* and *MYC*), BMP signaling gene (*BMP4*), and Wnt signaling genes (*WNT3A* and *FZD7*) were upregulated in EGK.X blastoderms than CEFs (Fig. 5A,E). 

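NANOG (ENSGALG00000027772, chromosome 1, 75593243 to 75596024 of GRCg6a) had 0 to 2 counts in CEFs and 38602 to 48462 in EGK.X blastoderms, and was at least 8558-fold higher. Pou5f3 (chromosome 17, 823420 to 837030) had a log2 fold change of 5.90 (standard error 0.20, adjusted p = 4.39e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every EGK.X blastoderm library above every CEF library. SOX2 (chromosome 9, 17025522 to 17026706) was scarce, with 101 to 405 counts in EGK.X blastoderms and 0 to 7 in CEFs, and its log2 fold change of 5.42 had a standard error of 0.77. The log2 fold changes were 1.49 for KLF4, 1.75 for MYC, 1.89 for BMP4, and 1.79 for FZD7. WNT3A (chromosome 2, 2551903 to 2634749) had 1599 to 3006 counts in EGK.X blastoderms and 2 to 14 in CEFs, a log2 fold change of 7.82 (standard error 0.48).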

According to log_2_ *TMM* values of the normalized read counts, and FDR-adjusted *P* < 0.05 and logFC cutoff, only 4 genes were shown upregulation, but 11 genes were shown downregulation in PGCs compared to CEFs. 

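The genes lower in PGCs were JAK1, STAT3, MYC, AKT1, INHBA, BMP4, BMPR1A, WNT3A, FGF2, FGFR1, and IGF1, 11 in all, against 4 higher. MYC had a log2 fold change of -2.24 (standard error 0.25, adjusted p = 8.37e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every PGC library below every CEF library, and BMP4 one of -3.32. WNT3A rested on few reads, with 1 to 4 counts in PGCs, and 3 of the 9 fits that each left out a library did not call it. The number lower in PGCs was 5 with library size alone.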

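NANOG was at least 1946-fold higher in PGCs than in CEFs, with 5421 to 10558 counts in PGCs. Pou5f3 was higher by a log2 fold change of 4.33 (standard error 0.19) and SOX2 by 5.55 (standard error 0.77). LIFR (ENSGALG00000003733, chromosome Z, 12007437 to 12057034 of GRCg6a) was higher by 1.12 (standard error 0.14, adjusted p = 2.84e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every PGC library above every CEF library.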

The PGCs upregulated genes include *NANOG*, *Pou5f3*, *SOX2*, and *LIFR* (Fig. 5B,F). When we compared EGK.X blastoderms and PGCs, most of the pluripotency regulating genes were downregulated in PGCs than EGK.X blastoderms (Fig. 5C,G). Moreover, the overall expression of pluripotency regulating genes was higher in EGK.X blastoderms (Fig. 5D). 

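In PGCs against EGK.X blastoderms, 17 of the pluripotency regulating genes had a log2 fold change below 0. The median was -0.75, and -0.79 with genes at their lower bound. Of these genes, 8 were called lower, namely STAT3, MYC, NANOG, BMP4, BMPR1A, WNT3A, FZD7, and Pou5f3, and 3 were called higher, namely LIFR, DVL1, and FGFR1. NANOG was lower, with a log2 fold change of -2.14 (standard error 0.17), as was Pou5f3, at -1.56. SOX2 was not distinguishable between the groups (0.12, standard error 0.55), and without EGK.X blastoderm replicate 3 its change was 0.98.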

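The order of the groups depended on the summary. The mean over the pluripotency regulating genes of log2(normalized CPM + 1) was 5.17 ± 0.02 (SD, n = 3) in CEFs, 5.24 ± 0.08 (SD, n = 3) in EGK.X blastoderms, and 4.56 ± 0.01 (SD, n = 3) in PGCs. The difference between CEFs and EGK.X blastoderms was smaller than the SD of the latter. The median over genes was 5.95 ± 0.21 (SD, n = 3) in CEFs, 5.78 ± 0.25 (SD, n = 3) in EGK.X blastoderms, and 5.48 ± 0.12 (SD, n = 3) in PGCs. Under library size alone the medians were 5.56, 5.89, and 5.76.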

The GSEA results of the pluripotency regulating genes further confirmed the positively correlated genes and negatively correlated genes in the test samples (Fig. 5H–J), a similar tendency as in Fig. 5A–G. Most of the significantly upregulated genes in EGK.X blastoderms and/or PGCs were reported in several earlier studies^16,31–34^. Therefore, we have not further confirmed these genes in this study.

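In the fgsea test, the pluripotency regulating genes had a normalized enrichment score of 1.03 in EGK.X blastoderms against CEFs (permutation p = 0.413), -1.19 in PGCs against CEFs (permutation p = 0.200), and -1.38 in PGCs against EGK.X blastoderms (permutation p = 0.0738). The paper states that its own GSEA shows the same tendency as the heatmaps and differentially expressed genes.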

**Figure 5:**
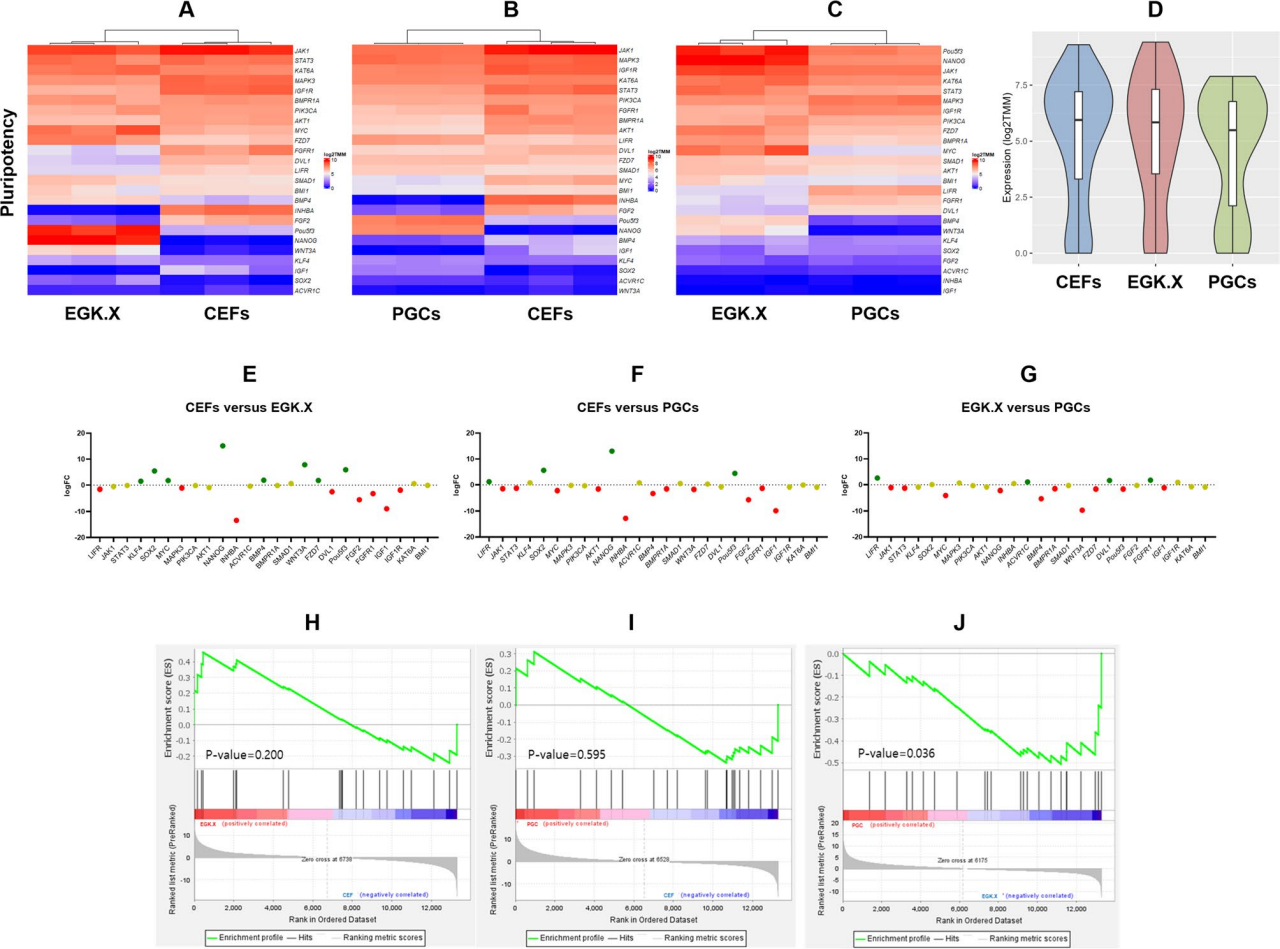
Expression profiling of pluripotency regulating genes. (**A–C**) Heatmaps using log_2_ *TMM* values of the normalized read counts of pluripotency regulating genes in CEFs and EGK.X blastoderms (**A**), CEFs and PGCs (**B**), and EGK.X blastoderms and PGCs (**C**) were prepared separately for better visualization. (**D**) Violin plots were prepared with the log_2_ *TMM* values to visualize the overall expression of pluripotency regulating genes in CEFs, EGK.X blastoderms, and PGCs. (**E–G**) DEGs of pluripotency regulating pathway between the test samples. DEGs in EGK.X blastoderms compared with CEFs, DEGs in PGCs compared with CEFs, and DEGs in PGCs compared with EGK.X blastoderms were shown in (**E**–**G**), respectively. Green: significantly upregulated. Red: significantly downregulated. Yellow: unregulated. (**H–J**) GSEA of pluripotency regulating genes at CEFs versus EGK.X blastoderms (**H**), CEFs versus PGCs (**I**), and EGK.X blastoderms versus PGCs (**J**) conditions.

### Cell status of CEFs, EGK.X blastoderm cells, and PGCs at DNA damage-induced condition

The CEFs, EGK.X blastoderm cells, and PGCs were cultured in vitro, and one group of cells were treated with 1 mM H_2_O_2_ for 1 h (termed as H_2_O_2_ 1 h) to induce DNA damage. To know whether the affected cells undergo DNA repair, another three groups of cells were first treated with 1 mM H_2_O_2_ for 1 h, and then incubated in fresh media without H_2_O_2_ for 3 h (termed as repair 3 h), 6 h (repair 6 h) and 12 h (repair 12 h), respectively. Apoptotic cells with DNA strand breaks were identified using terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay and TMR-red staining. Cells undergoing DNA repair were identified using phosphorylated *H2A* histone family member *X* (γ-H2A.X) immunocytochemistry. As the results (Fig. 6), in CEFs, almost all of the cells were positive to TMR-red from H_2_O_2_ 1 h to repair 12 h groups, and a considerable number of cells were positive to γ-H2A.X from H_2_O_2_ 1 h to repair 12 h groups. In EGK.X blastoderm cells, many cells were positive to TMR-red from H_2_O_2_ 1 h to repair 12 h groups; however, only a few cells were positive to γ-H2A.X from H_2_O_2_ 1 h to repair 12 h groups. In PGCs, many cells were positive to TMR-red from H_2_O_2_ 1 h to repair 12 h groups; however, only a few cells were positive to γ-H2A.X, particularly at H_2_O_2_ 1 h group. Almost none of the PGCs were positive to γ-H2A.X from repair 3 h to repair 12 h groups.

**Figure 6:**
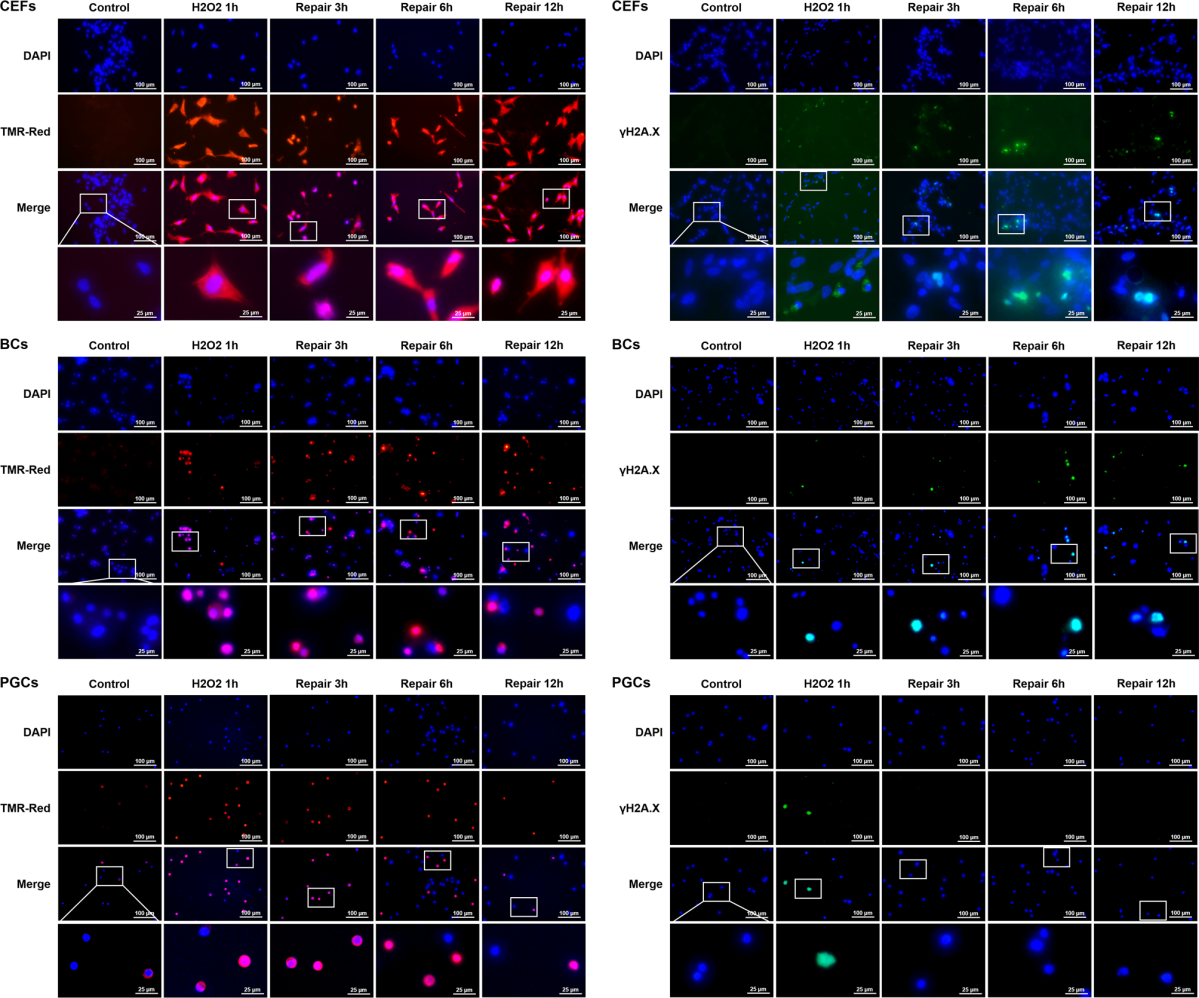
TUNEL assay and γ-H2A.X immunocytochemistry in CEFs, EGK.X blastoderm cells (BCs), and PGCs treated with H_2_O_2_. The cultured CEFs, EGK.X blastoderm cells, and PGCs were treated with 1 mM H_2_O_2_ for 1 h (H_2_O_2_ 1 h) in one group. In three other groups, the cells were treated with 1 mM H_2_O_2_ for 1 h, and then incubated in fresh media without H_2_O_2_ for 3 h (repair 3 h), 6 h (repair 6 h) and 12 h (repair 12 h). After treatment, cells were separately subjected for TUNEL assay with TMR-red staining (left panel) and γ-H2A.X immunocytochemistry (right panel).

We performed WST-1 assay to detect the relative proliferation rate of CEFs, EGK.X blastoderm cells, and PGCs in H_2_O_2_ 1 h to repair 12 h groups. Compared to the respective control, the proliferation rate of CEFs was significantly reduced at H_2_O_2_ 1 h and repair 3 h groups. The recovery of CEFs proliferation rate was significantly increased over control level at repair 6 h and 12 h groups (Fig. 7A). Compared to the respective control, the proliferation rate of EGK.X blastoderm cells was significantly reduced at H_2_O_2_ 1 h group. Though some level of recovered cell proliferation rate occurs during the repair time points, it does not reach the control level even at the repair 12 h group (Fig. 7B). Compared to the respective control, the proliferation rate of PGCs was detected significantly lower at all H_2_O_2_ 1 h to repair 12 h groups (Fig. 7C).

**Figure 7:**
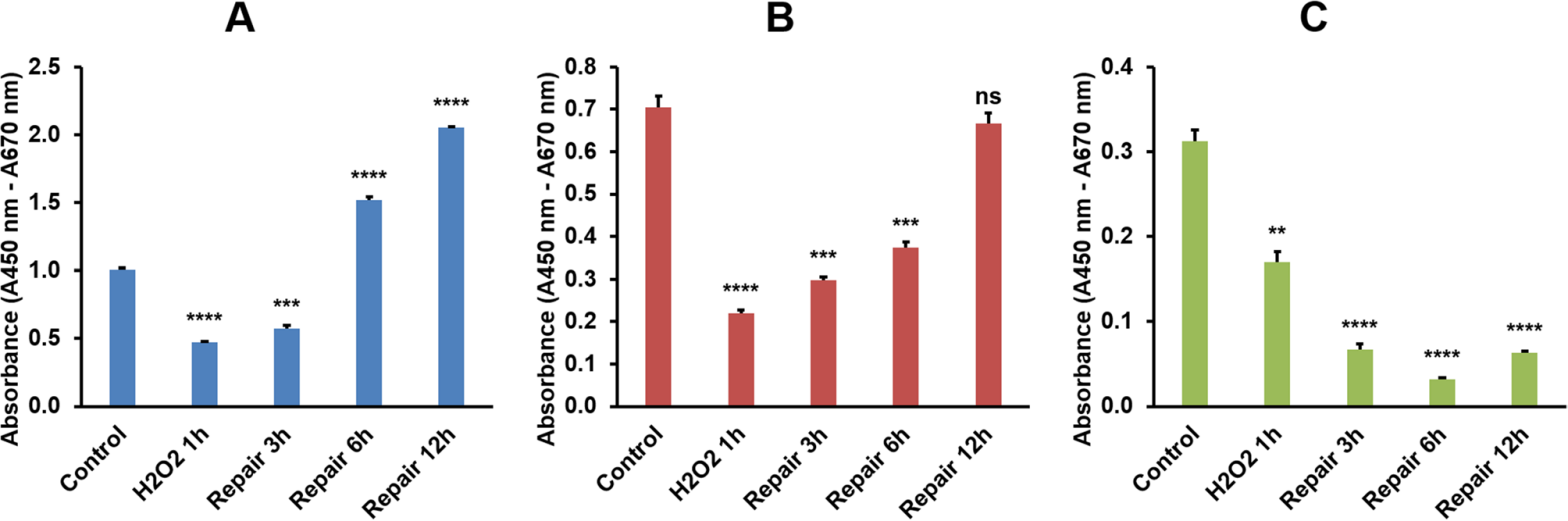
WST-1 assay in CEFs, EGK.X blastoderm cells (BCs), and PGCs treated with H_2_O_2_. The cultured CEFs (**A**), EGK.X blastoderm cells (**B**), and PGCs (**C**) were treated with 1 mM H_2_O_2_ for 1 h (H_2_O_2_ 1 h) in one group. In three other groups, the cells were treated with 1 mM H_2_O_2_ for 1 h, and then incubated in fresh media without H_2_O_2_ for 3 h (repair 3 h), 6 h (repair 6 h) and 12 h (repair 12 h). After treatment, cells were subjected for WST-1 assay. Significant differences between the respective control and treated samples were determined by Student’s *t*-test. Statistical significance was ranked as *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001. *ns*, non-significant.

### Expression status of CEFs, EGK.X blastoderm cells, and PGCs at DNA damage-induced condition

We selected *NEIL2* from the BER pathway, *RFC3* from the NER/MMR pathway, *DNTT* from the NHEJ pathway, and *FAM175A* from the HR pathway. These genes were selected based on their higher fold expression primarily in EGK.X blastoderms and secondarily in PGCs at normal condition. We also selected *FAS* from the extrinsic apoptosis pathway and *BAK1* from the intrinsic apoptosis pathway, based on their higher fold downregulation in EGK.X blastoderms and PGCs. Among the pluripotency regulating genes, we selected *NANOG* that showed higher fold expression primarily in EGK.X blastoderms and secondarily in PGCs. The selected genes were amplified using the gene-specific primers (Table S5) and cDNA of CEFs, EGK.X blastoderm cells, and PGCs from H_2_O_2_ 1 h to repair 12 h groups. In the results of DNA repair pathway genes (Fig. 8), *NEIL2* expression was highest at H_2_O_2_ 1 h group in CEFs, significantly higher in a decreasing manner from H_2_O_2_ 1 h to repair 12 h groups in EGK.X blastoderm cells, and a slight increase at repair 3 h group in PGCs, compared to respective controls. *RFC3* expression was slightly increased at H_2_O_2_ 1 h and repair 3 h groups in CEFs, significantly highest at H_2_O_2_ 1 h group in EGK.X blastoderm cells, and a slight increase at H_2_O_2_ 1 h group in PGCs. *DNTT* expression was slightly increased from H_2_O_2_ 1 h to repair 6 h groups in CEFs, slightly increased at H_2_O_2_ 1 h and repair 3 h groups in EGK.X blastoderm cells, and highest at repair 6 h group in PGCs. *FAM175A* expression was slightly increased from H_2_O_2_ 1 h to repair 6 h groups in CEFs, slightly higher at H_2_O_2_ 1 h group but significantly higher in a decreasing manner from repair 3 h to repair 12 h groups in EGK.X blastoderm cells, and significantly highest at H_2_O_2_ 1 h group in PGCs.

**Figure 8:**
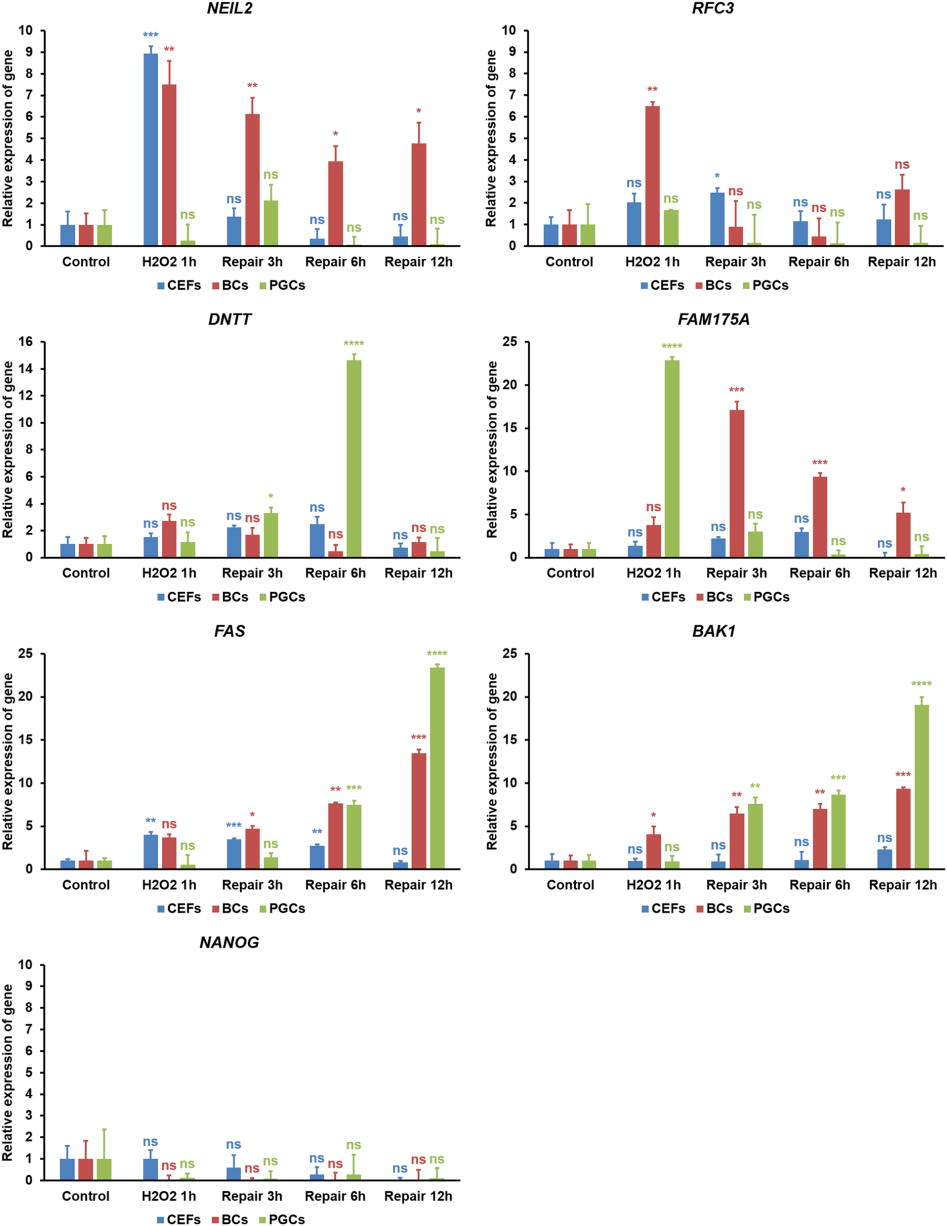
RT-qPCR analysis in CEFs, EGK.X blastoderm cells (BCs), and PGCs treated with H_2_O_2_. The cultured CEFs, EGK.X blastoderm cells, and PGCs were treated with 1 mM H_2_O_2_ for 1 h (H_2_O_2_ 1 h) in one group. In three other groups, the cells were treated with 1 mM H_2_O_2_ for 1 h, and then incubated in fresh media without H_2_O_2_ for 3 h (repair 3 h), 6 h (repair 6 h) and 12 h (repair 12 h). After treatment, cDNA of the cells was prepared and amplified with specific qPCR primers of the candidate genes from the BER pathway (*NEIL2*), NER/MMR pathway (*RFC3*), NHEJ pathway (*DNTT*), HR pathway (*FAM175A*), apoptosis pathway (*FAS* and *BAK1*), and pluripotency regulating pathway (*NANOG*). The relative expression of genes was normalized with the chicken *GAPDH* and respective control sample, and analyzed by the 2^−ΔΔCt^ method. Significant differences between the respective control and treated samples were determined by Student’s *t* test. Statistical significance was ranked as *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001. *ns*, non-significant.

In the results of apoptosis pathway genes (Fig. 8), *FAS* expression was significantly increased at H_2_O_2_ 1 h group; however, it showed a decreasing manner from repair 3 h to repair 12 h groups in CEFs. In contrast, *FAS* expression showed an increasing manner from H_2_O_2_ 1 h to repair 12 h groups in EGK.X blastoderm cells. In PGCs, *FAS* expression was significantly increasing at repair 6 h and repair 12 h groups. The expression of *BAK1* was not significantly different in CEFs at H_2_O_2_ 1 h to repair 6 h groups, though a slight increase at repair 12 h group. In contrast, *BAK1* showed a significantly increasing pattern in EGK.X blastoderm cells (from H_2_O_2_ 1 h to repair 12 h groups) and PGCs (from repair 3 h to repair 12 h groups). Lastly, the pluripotency regulating gene (*NANOG*) was either decreased or not detectable in all the experimental groups of CEFs, EGK.X blastoderm cells, and PGCs (Fig. 8).

## Discussion

Compared to the pluripotency-related and germ cell development-related studies, genome stability-related studies are deficient in the chicken blastoderms and PGCs. Therefore, we employed the transcriptome sequencing method to comprehensively analyze the expression patterns of different DNA repair pathway genes and apoptosis pathway genes, along with candidate pluripotency regulating genes, in the chicken blastoderms and PGCs. In the hierarchical cluster analysis, DNA repair pathway genes were exclusively identified in 22 clusters. In comparison, the apoptosis pathway genes were exclusively identified in 6 clusters, and pluripotency genes were exclusively identified in 11 clusters. This result indicates that several DNA repair pathway genes show unique expression patterns and actively maintain the genome stability of cells from early chicken embryos. We further noted that the cluster combinations containing DNA repair pathway genes were higher than those containing apoptosis pathway genes or pluripotency regulating genes. To repair DNA damage and avoid passing it to a progeny of cells, the cell is equipped with multiple repair pathways, which can act independently or often interact (crosstalk)^18^.

In the expression profiling of DNA repair pathway genes, most of the genes were showed stronger expression primarily in the blastoderms and then in PGCs compared to CEFs. In contrast, most of the apoptosis pathway genes were showed stronger expression in the CEFs than that of blastoderms and PGCs. These results clearly show that the blastoderms maintain very strong genome stability, which requires an efficient cellular DNA repair mechanism, thus ensuring the normal development of post-oviposited embryos without any mutations and chromosomal instability. Second, PGCs also maintain strong genome stability, thus ensuring the normal development of gametes (and next-generation) without any mutations and chromosomal instability. To our knowledge, there is no report on the expression of DNA repair pathway genes in the chicken blastoderms. Likewise, there is only one report on the expression of DNA repair (BER) pathway genes in the chicken (primordial) germ cells. In that study, several BER pathway genes were significantly upregulated in PGCs than CEF cell line (DF-1) by RT-qPCR analysis, and subsequent functional studies confirmed that the base editing activity in PGCs could be regulated by modulating the expression of *UNG*, an upstream gene of the BER pathway^35^. The results that the higher expression of apoptosis genes in the normal CEFs could be a potential reason for hampering the long-term culture of primary CEFs^12^. However, the spontaneously developed immortalized CEF cell line (DF-1) is able to culture long-term and available for various biological applications, including viral amplification and gene editing^36–39^. In the expression profiling of candidate pluripotency regulating genes, a limited number of genes, including *NANOG*, *Pou5f3*, and *SOX2*, were significantly upregulated in both blastoderms and PGCs than that of CEFs. These three genes are the core transcriptional network of the pluripotent stem cells and have essential roles in early embryonic development^40^. Studies in mouse (naive state of pluripotency) and human (primed state of pluripotency) reports that different signaling pathways (including the MAPK signaling, TGFβ signaling, and Wnt signaling) involve in activating the core transcriptional network^41–43^. After activation, the core transcriptional network regulates several downstream genes for the maintenance of pluripotency^40^. On the other hand, the core transcriptional network was also reported as important for the specification and development of PGCs in mammals. In this case, WNT3-β-catenin and BMP-SMAD signaling activates the core transcriptional network via a core regulatory network consisting of *PRDM1*, *PRDM14*, and *TFAP2C*^44,45^. Although fragmentary, the expression patterns of several above pluripotency regulating signaling genes and core transcriptional/regulatory network genes were reported during the dynamic development of chicken early embryos and germ cells^16,31–34,46–48^.

The in vitro cultured CEFs, EGK.X blastoderm cells, and PGCs were treated with 1 mM H_2_O_2_ for 1 h and then incubated in fresh media without H_2_O_2_ for 3–12 h to examine the cell status after inducing DNA damage. The cells from all groups were subjected to TUNEL assay (to detect apoptotic cells with DNA strand breaks), γ-H2A.X immunocytochemistry (to detect cells undergoing DNA repair), and WST-1 assay (to detect the relative proliferation rate of cells). A dose and duration-dependent induction of DNA damage by H_2_O_2_ treatment has been reported in several cells. Particularly, treatment with 1 mM H_2_O_2_ for 1 h or longer period significantly affects the cells as evidenced by reduced cell number due to DNA damage-induced apoptotic cell death and increased expression of γ-H2A.X in cells undergoing DNA repair^49–51^. Phosphorylation of H2AX plays a critical role in DDR and is required for the assembly of DNA repair proteins at the sites of DNA damage. Several phosphoinositide 3-kinase-related protein kinases, such as ataxia teleangiectasia mutated (ATM), ATM and Rad3-related (ATR), or DNA-dependent protein kinase (DNA-PK), are considered as the major physiological mediator of H2AX phosphorylation^22,52^. Analysis of phosphorylated H2AX (γ-H2A.X) expression is widely used to detect the genotoxic effect in cells exposed to various toxic substances and in cells where genome stability-related genes are affected^52–54^. According to our results of the TUNEL assay, DNA damage was successfully induced in CEFs, blastoderm cells, and PGCs after treatment with H_2_O_2_. When all the cells were allowed to undergo DNA repair, however, a considerable number of CEFs were positive to γ-H2A.X compared to blastoderm cells and PGCs. Also, the WST-1 assay shows a significant increase in the proliferation rate of CEFs than that of blastoderm cells and PGCs. These results indicated that the EGK.X blastoderm cells and PGCs were more likely to undergo apoptotic cell death when their DNA was damaged.

To examine the expression status of CEFs, EGK.X blastoderm cells, and PGCs at DNA damage-induced condition, candidate DNA repair, apoptosis, and pluripotency genes were amplified in the cDNA of cells from H_2_O_2_ 1 h to repair 12 h groups. The results collectively indicate a time- and cell-specific upregulation of DNA repair pathway genes (*NEIL2*, *RFC3*, *DNTT*, and *FAM175A*) in response to H_2_O_2_ treatment. Particularly, the HR pathway gene *FAM175A* (in blastoderm cells and PGCs) and the NHEJ pathway gene *DNTT* (in PGCs) were predominantly higher in the target samples compared to the reference sample. Several factors could contribute to the cell’s choice of preferred DNA repair machinery when the cell detects DNA damage. The cell determines the appropriate repair pathway based on the source of the damage, nature of the damage, availability of a potential repair template, cell cycle phase, and the expression of key genes^18,19,22,55^. Specifically: BER corrects those forms of oxidative, deamination, alkylation, chlorination, and abasic single base damage; NER removes bulky lesions such as cyclobutane pyrimidine dimers and pyrimidine-(6–4)-pyrimidone photoproducts, or damage from chemotherapeutic agents; MMR corrects base mismatches that arise during replication^18,19^. NHEJ occurs throughout the cell cycle, especially in the G1 phase. This pathway does minimal processing around the break site and ligation of the ends; therefore, it is more frequently error-prone. HR occurs mainly in S and G2 phases. This pathway utilizes the sister chromatid or homologous chromosome; therefore, it is an accurate repair pathway^22,55^.

In our results, both the extrinsic (*FAS*) and intrinsic (*BAK1*) apoptosis pathway genes were showed a significantly increasing manner. In contrast, the pluripotency gene (*NANOG*) was completely decreased in blastoderm cells and PGCs in response to H_2_O_2_ treatment. It was reported in mammals and lower vertebrates that the mutation frequency is much lower in ESCs and germ cells than embryonic fibroblasts and other somatic cells when the DNA damage was induced, and the decision-making pathways that the ESCs and germ cells select are mostly different from somatic cells^56–58^. In response to DNA damage, somatic cells are more likely to undergo cell cycle arrest and attempt DNA repair, including the predominant utilization of the error-prone NHEJ pathway. In contrast, pluripotent stem cells and germ cells are subject to apoptosis, and when DNA repair is attempted, these cells utilize the error-free HR as a predominant repair pathway^58^. Chicken blastoderm cells (which are mostly pluripotent cells) and PGCs share some features, including the expression of pluripotency genes^46^. Therefore, the observed decision-making pathways in mammalian pluripotent stem cells and germ cells in response to DNA damage could also be observed in chicken blastoderm cells and PGCs.

## Conclusions

The findings of this study collectively indicate that the chicken EGK.X blastoderms that contain mostly undifferentiated pluripotent cells, and the PGCs that differentiate into male and female germ cells, show WTS-based higher expression of DNA repair pathway genes and the lower expression of apoptosis pathway genes when compared to CEFs. Among the pluripotency regulating genes, the critical core transcriptional network genes were strikingly higher in EGK.X blastoderms and PGCs than CEFs. When the DNA damage was induced, EGK.X blastoderm cells and PGCs were more likely to undergo apoptotic cell death along with the loss of pluripotency and less likely to undergo DNA repair. These properties of EGK.X blastoderms and PGCs should be necessary to preserve genome stability and avoid any mutations and chromosomal instability during the post-ovipositional early embryo development and germ cells development, respectively.

## Materials and methods

### Experimental animals and animal care

The care and experimental use of White Leghorn (WL) chickens was approved by the Institute of Laboratory Animal Resources, Seoul National University, Korea. Chickens were maintained according to a standard management program at the University Animal Farm, Seoul National University. All procedures, including chicken maintenance, reproduction, and sample collection, were governed by standard operating protocols according to a standard management program at the University Animal Farm, Seoul National University and the Animal Genetic Engineering Laboratory at Seoul National University.

### Collection of CEFs, EGK.X blastoderms, and PGCs

We collected three test samples, including CEFs, EGK.X blastoderms, and PGCs, for this study. The freshly laid WL eggs were incubated with intermittent rocking at 37.5 °C under 60–70% relative humidity until the day of sample collection. For the collection of CEFs, all internal organs and limbs were removed from the embryos at Hamburger and Hamilton (HH)^2^ stage 28/embryonic day 6 (N = 5 for each replication). The remaining embryonic body was then dissociated using 0.05% trypsin-EDTA (Gibco-Thermo Fisher Scientific, Inc., Waltham, MA, USA) in Hanks’ Balanced Salt Solution (HBSS; Gibco) at 37 °C for 10 min. After adding 10% fetal bovine serum (FBS; HyClone Laboratories, Logan, UT, USA) for inactivation of trypsin-EDTA and briefly centrifuging at 1200 rpm for 5 min, cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM/High Glucose; HyClone) supplemented with 10% FBS and 1% antibiotic–antimycotic (Gibco) at 37 °C in an atmosphere with 5% CO_2_ and 60–70% relative humidity^59^. The adherent CEFs were subcultured at 3–4 days intervals via trypsin–EDTA treatment until passage 2.

EGK.X blastoderms^1^ were collected (N = 10 for each replication) from freshly laid eggs. After opening the egg, a small piece of square filter paper (Whatman, Maidstone, UK) with a hole in the center was placed over the germinal disc. After cutting around the filter paper containing the embryo, it was gently turned over and transferred to phosphate-buffered saline (PBS) to remove the yolk and vitelline membrane and allow embryo collection^60^. The collected EGK.X blastoderms were mechanically dissociated into single cells in PBS. For the collection of PGCs, gonads at HH stage 28 were dissociated using 0.05% trypsin–EDTA in HBSS. After adding 10% FBS for inactivation of trypsin–EDTA and briefly centrifuging at 1200 rpm for 5 min, cells were incubated for 20 min with anti-stage specific embryonic antigen (SSEA-1; Santa Cruz Biotechnology, Santa Cruz, CA, USA). The cells were washed with 1 mL of magnetic-activated cell-sorter (MACS) buffer (0.5% BSA and 2 mM EDTA), and the supernatant was completely removed by centrifugation. The pellet was mixed with 100 μL MACS buffer supplemented with 20 μL rat anti-mouse IgM microbeads for 15 min at 4 °C. The cells were washed by the addition of 500 μL MACS buffer and loaded into a MACS column (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany) for the collection of MACS^+^ PGCs^61^. Approximately 6.3 × 10^5^, 7.8 × 10^5^, and 1.0 × 10^6^ PGCs were collected from 484, 658, and 684 gonads, respectively, for each replication. In addition, approximately 5000 MACS^+^ and MACS^-^ cells from each replication were immunostained with SSEA-1 to further confirm the MACS^+^ cells are PGCs.

### Generation and preprocessing of WTS data from CEFs, EGK.X blastoderms, and PGCs

Total RNA was isolated from CEFs, EGK.X blastoderms, and PGCs using Trizol reagent (Invitrogen, Carlsbad, CA, USA). The quality and quantity of the extracted total RNA were determined using the DropSense96 system (Trinean, Gentbrugge, Belgium), Ribogreen (Invitrogen), and the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, total RNA was used to construct cDNA libraries using the TruSeq Stranded Total RNA Sample Preparation kit with Ribo-Zero Gold (Illumina, San Diego, CA, USA). The resulting libraries were subjected to whole-transcriptome sequencing (WTS) analysis using the Illumina Nextseq 500 platform to produce 150 bp paired-end reads. Three biological replications were made for each sample, and a total of 9 raw-sequencing data are publicly available in the NCBI GEO database (GSE174603). To generate clean reads, we trimmed adapter sequences and removed low-quality reads from the raw paired-end sequenced files using Trimmomatic v.0.39^62^. The quality of the clean reads was quality-checked (QC) whether read lengths were longer than 75 bp and Phred scores were higher than 30 using FastQC v.0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Alignment, quantification, and statistical analysis of reads

We mapped the clean reads to the galGal6a reference genome (GRCg6a) through HISAT2 v.2.2.0^63^ and converted the sequence alignment/map files (.SAM files) into binary alignment/map files (.BAM files) using SAMtools v.1.10^64^. Then, to quantify gene expression, we used HTSeq-count^65^ and counted the number of reads mapped to Ensembl genomic GTF of galGal6a release 101^66^. To normalize the read counts, trimmed mean of M values (TMM) were calculated and the dispersion parameters of samples were estimated^67^.

Differentially expressed genes (DEGs) between the samples were detected from negative binomial-based generalized linear models (GLM). In total, we performed three statistical tests, CEFs versus EGK.X blastoderms, CEFs versus PGCs, and EGK.X blastoderms versus PGCs. We used the ‘edgeR’ package implemented in R for the normalization and statistical testing^68^. Likelihood ratio tests were performed to obtain the *P*-values, and false discovery rates (FDR) were calculated from *P* values for multiple testing corrections. Genes of which FDR* P* < 0.05 were considered to be significant, while log_2_ *fold change* (logFC) > 1 were considered as upregulated and logFC < − 1 were considered as downregulated. Genes that fall between these logFC were considered unregulated^47^.

For visualization, we used R packages ‘ggplot2’ and ‘ComplexHeatmap’ to make a multidimensional scaling plot (MDS plot) and heatmaps from log_2_ *TMM* values. Also, we made volcano plots showing FDR and logFC with R package ‘EnhancedVolcano’ and Venn diagrams of alignment results with R package ‘VennDiagram’.

### WTS-based analysis of DNA repair pathway, apoptosis pathway, and pluripotency regulating genes

The organism (chicken)-specific DNA repair, including BER (gga03410), NER (gga03420), MMR (gga03430), NHEJ (gga03450), and HR (gga03440), pathway genes were primarily identified using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway maps^69^. Similarly, the chicken-specific extrinsic and intrinsic apoptosis (gga04210) pathway genes were identified using the KEGG pathway maps^69^. The retrieved gene lists were updated according to the current genome versions of chickens (galGal6a) in the Ensembl database^66^, and also, the corresponding gene IDs and chromosome positions were collected. The identified genes of each DNA repair pathway and apoptosis pathway were again subjected to the KEGG database to understand their involvement in other pathways. The chicken homologs of signaling pathway genes regulating pluripotency of stem cells in human/mouse were identified using the KEGG pathway map (hsa04550)^69^ and Ensembl database^66^.

Hierarchical clustering was performed to examine the relationship between the DNA repair pathway, apoptosis pathway, and pluripotency regulating genes expression. We used 16,317 protein-coding genes whose expression is not zero and categorized them into DNA repair pathway, apoptosis pathway, pluripotency regulating, or other genes. Then, we used log_2_ *TMM* values to calculate the distances and the Ward linkage method to make clusters. Built-in functions of R software ‘hclust’ and ‘cutree’ were used to make 100 clusters. We summarized each cluster as the number of genes in the four categories is included. The quantification of gene expression, differential expression, and data visualization of DNA repair pathway, apoptosis pathway, and pluripotency regulating genes were the same as described above. In addition, violin plots using R package ‘ggplot2’ were prepared with the log_2_ *TMM* values to visualize the overall expression of different pathway genes. Furthermore, we performed gene set enrichment analysis (GSEA) using GSEA v.4.1.0 to find out which pathways are significantly enriched^70^. The gene lists used for GSEA were pre-ranked according to their logFC values. The gene sets to analyze were defined as the genes included in KEGG pathways related to DNA repair, apoptosis, and pluripotency.

### Culture of CEFs, EGK.X blastoderm cells, and PGCs

CEFs were cultured in DMEM/High Glucose supplemented with 10% FBS and 1% antibiotic–antimycotic at 37 °C in an atmosphere with 5% CO_2_ and 60–70% relative humidity until passage 2 as described above.

EGK.X blastoderms were dissociated using 0.05% trypsin–EDTA in HBSS at 37 °C for 10 min. After adding 10% FBS for inactivation of trypsin–EDTA and briefly centrifuging at 850 rpm for 5 min, cells were washed twice in PBS. Blastoderm cells were cultured as reported early with minor modifications in N2B27/2i medium containing DMEM/F-12 (Gibco), Neurobasal (Gibco), 55 mM β-mercaptoethanol (Gibco), 200 mM l-glutamine (Gibco), N2-Supplement (100×, Gibco), and B27 supplement-vitamin A (50×, Gibco). The medium was supplemented with two inhibitors: 3 μM CHIR99021 and 1 μM PD0325901 (Stemgent, San Diego, CA, USA)^71,72^. The adherent blastoderm cells were cultured for up to 3 days at 37 °C in an atmosphere with 5% CO_2_ and 60–70% relative humidity, without subculture, and subjected for further experiments.

PGCs were cultured as reported early in knockout DMEM (Gibco) supplemented with 20% FBS, 2% chicken serum (Millipore Sigma, Burlington, MA, USA), 1 × nucleosides (Millipore Sigma), 1 × glutamax (Gibco), 1 × non-essential amino acids (Gibco), β-mercaptoethanol (Gibco), 1 mM sodium pyruvate (Gibco), 1 × antibiotic–antimycotic (Gibco), and 10 ng/mL human basic fibroblast growth factor (bFGF; Millipore Sigma) at 37 °C in an atmosphere with 5% CO_2_ and 60–70% relative humidity^73^. The suspension PGCs were subcultured at 4–5 days intervals via gentle pipetting, without any enzyme treatment, and centrifugation at 1200 rpm.

### Treatment of CEFs, EGK.X blastoderm cells, and PGCs with H_2_O_2_

Approximately 1 × 10^5^ CEFs, EGK.X blastoderm cells, or PGCs were seeded per well in 12-well plates. The adherent CEFs and EGK.X blastoderm cells were subjected to the treatment on day 3 of culture (when they reached 70–80% confluence), while the suspension PGCs were subjected to the treatment on day 1 of culture. The first group was left as control. In the second group, cells were treated with 1 mM hydrogen peroxide (H_2_O_2_; Sigma-Aldrich, St. Louis, MO, USA) for 1 h (1 h). In the third, fourth, and fifth groups, cells were first treated with 1 mM H_2_O_2_ for 1 h, and then incubated in fresh media without H_2_O_2_ for 3 h, 6 h, and 12 h, respectively. The treated cells were harvested at the end of each experimental time point by centrifugation and washing with PBS and subjected for further analysis. Control cells were harvested together with the time of H_2_O_2_ for 1 h. Each treatment for further analysis was performed in triplicate.

### TUNEL assay

The control and H_2_O_2_ treated CEFs, EGK.X blastoderm cells, and PGCs were fixed with 4% paraformaldehyde (Sigma-Aldrich) for 15 min and permeabilized with 0.1% Triton X-100 (Sigma-Aldrich) for 10 min. Apoptotic cells with DNA strand breaks were identified using an In Situ Cell Death Detection Kit, TMR-red (Roche Diagnostics GmbH, Mannheim, Germany). Cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories, Inc., Burlingame, CA, USA) and analyzed under a fluorescence microscope (Eclipse Ti; Nikon, Tokyo, Japan).

### Immunocytochemistry

The control and H_2_O_2_ treated CEFs, EGK.X blastoderm cells, and PGCs were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.1% Triton X-100 for 10 min. After blocking the non-specific binding with 1% bovine serum albumin (Sigma-Aldrich) for 1 h, cells were incubated with mouse anti-γ-H2A.X antibody (phospho S139) (Abcam, Cambridge, UK) at a 1:200 dilution in blocking buffer for overnight at 4 °C to detect the cells undergoing DNA repair. Cells were then incubated with Alexa Fluor 488-conjugated goat anti-mouse IgG secondary antibody (Abcam) at a 1:500 dilution in the blocking buffer for 1 h. Cells were counterstained with DAPI and analyzed under a fluorescence microscope (Eclipse Ti).

### WST-1 assay

The control and H_2_O_2_ treated CEFs, EGK.X blastoderm cells, and PGCs were harvested by centrifugation and washing with PBS. Then, the cells were resuspended in the respective cell culture media containing WST-1 premix (Takara, Tokyo, Japan) at a 1:10 dilution. The complex was aliquated equally to the wells of 96-well plates and incubated at 37 °C, 5% CO_2_ for 2 h. The absorbance of the samples against a blank was measured using a VersaMax microplate reader (Molecular Devices, San Jose, CA, USA). Significant differences between the respective control and treated samples were determined by Student’s *t* test using the GraphPad Prism software (San Diego, CA, USA). Statistical significance was ranked as *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001.

### RT-qPCR analysis

First, we performed RT-qPCR analysis to further confirm the WTS results of selected DNA repair and apoptosis pathway genes in the CEFs, EGK.X blastoderms, and PGCs. Second, we performed RT-qPCR analysis to examine the selected DNA repair pathway, apoptosis pathway, and pluripotency regulating genes in control and H_2_O_2_ treated CEFs, EGK.X blastoderm cells, and PGCs. According to the manufacturer's instructions, the total RNA of the test samples was isolated using the Trizol reagent, and the RNA quantity was determined by Nanodrop2000 (Thermo Fisher Scientific). cDNA was synthesized from the RNA using the Superscript III First-Strand Synthesis System (Invitrogen). The qPCR reaction mixture contained 2 μL of PCR buffer, 0.4 μL of 10 mM dNTP mixture, 10 pmol each of gene-specific forward and reverse primers, 1 μL of 20 × EvaGreen (Biotium, Hayward, CA, USA), 0.2 μL of Taq DNA polymerase, and 2 μL of cDNA to a final volume of 20 μL. The qPCR was performed using a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, USA) with the thermal condition contained an initial incubation at 95 °C for 5 min, followed by 40 cycles at 95 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s. The reaction was ended after final incubation at the system’s dissociation temperature. The relative quantification of the gene expression was normalized with the chicken *GAPDH* and a reference sample (CEFs for the first qPCR; respective control for the second qPCR), and analyzed by the 2^−ΔΔCt^ method. Significant differences between the reference and other samples were determined by Student’s *t* test using the GraphPad Prism software. Statistical significance was ranked as *P < 0.05, **P < 0.01, ***P < 0.001, or ****P < 0.0001.

### Ethics statement

All experimental procedures and care of chickens was approved by the Institute of Laboratory Animal Resources, Seoul National University, and all methods were carried out in accordance with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines and approved by the Institutional Animal Care and Use Committee (IACUC, SNU‐190401‐1-1 and SNU‐200519-2) of Seoul National University, Korea.

### Approval for animal experiments

All experimental procedures and care of chickens was approved by the Institute of Laboratory Animal Resources, Seoul National University. All methods were carried out in accordance with the guidelines and regulations of the Institutional Animal Care and Use Committee of Seoul National University (IACUC, SNU‐190401‐1-1 and SNU‐200519-2). All procedures, including chicken maintenance, reproduction, and sample collection, were governed by standard operating protocols according to a standard management program at the University Animal Farm, Seoul National University and the Animal Genetic Engineering Laboratory at Seoul National University.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Raw-sequencing data of the current study are publicly available in the NCBI GEO database (GSE174603). Other datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

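The data were 9 whole-transcriptome libraries, 3 each of cultured chicken embryonic fibroblasts (CEFs), pooled EGK.X blastoderms, and gonadal PGCs, made with the TruSeq Stranded Total RNA kit with Ribo-Zero Gold and sequenced as paired ends on the NextSeq 500. Groups and replicate numbers followed the sample descriptions and the paper. According to the methods, the authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to GRCg6a, converted the alignments with SAMtools, and counted them on the genes of an Ensembl annotation with HTSeq-count. The deposited counts per gene are whole numbers without normalization. The authors also deposited a normalized matrix, a signal per gene and library made by scaling the counts to the TMM-adjusted library size in CPM. It was recomputed from the counts, and served as an alternative input. The paper's text does not give the version, the strand setting, or the overlap mode of the counting, so overlapping and antisense genes are uncertain.

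The 5 summary entries of the counting, for records not assigned to a gene, were kept out of library sizes and tests. In a library, 26.6% to 36.2% of the records lay outside genes, 4.50% to 10.1% had no alignment, 3.33% to 6.41% had no unique alignment, 3.40% to 6.38% had a low alignment quality, and 0.491% to 0.943% were ambiguous. Total counts on genes ranged from 29512715 to 67475925. A group was treated as at the floor for a gene when none of its libraries had more than 3 counts. Fold changes against such a group are lower bounds, and the floor covers counting error only.

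The 22698 genes with at least 1 count were fitted together for all libraries with edgeR 4.0.16 in R 4.3.3, with TMM factors, no replicate block, and a prior count of 0.125. EGK.X blastoderms were compared with CEFs, PGCs with CEFs, and PGCs with EGK.X blastoderms, by the quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Standard errors were not fitted directly. Each is the size of the log2 fold change over the square root of the test's F statistic. They are rough for genes with few counts. The paper names the likelihood ratio test, which was run as an alternative. Gene lists, names, and coordinates came from Table S3. Each list was tested with fgsea 1.28.0 on genes ranked by log2 fold change (10000 gene permutations), and with camera and fry of limma 3.58.1, with adjustment over the set tests of each method. The list medians were also set against 10000 random lists matched on mean expression. Levels, distances, and clusters used log2(normalized CPM + 1), and genes were joined into 100 clusters. Random draws used seed 1.

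The genes named were those the paper names from these libraries, the gene with the largest rise and fall past the thresholds in each list and comparison, and in each comparison the genes with the smallest adjusted p that rose or fell, among those with at least 100 counts in every library of the higher group. DNA repair genes near the thresholds, genes of short lists of calls, and genes called in opposite directions were named after their values were seen. No Ensembl identifier of these tables matched the reference table of chicken genes, so other genes have no name here, and gene types, GC content, and gene length were not used here. Counts over protein-coding genes, and the clustering and set tests over them, were therefore made over genes of every type. The additional marker genes planned for tests of other cell types were not used here for the same reason. Values of a few single genes of the lists are not reported here, although they belong to the counts.

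The tests were first tested on simulated counts for 22409 genes with 200 changed genes. The changed genes were few, had large changes, and excluded those with few counts, so the rates hold for that setting only. The quasi-likelihood test recovered 177 of them and called 5 unchanged genes, the likelihood ratio test 179 and 13, DESeq2 1.42.0 186 and 33, and limma on the normalized values 133 and 1. A planted list gave an fgsea permutation p of 0.000170 and an unchanged list one of 0.984.

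The alternatives were DESeq2, its size factors in edgeR, library size alone, upper-quartile scaling, edgeR's filterByExpr, a minimum of 10 counts in every library of a group, the fit of the 2 groups compared, the replicate number as a block, limma on the normalized matrix, glmTreat, the adjusted p alone, adjustment over each list alone, a prior count of 2, other definitions of a detected gene, other distances and clusterings, and each library left out in turn. The H2O2 treatments and RT-qPCR measurements of the paper were not analysed here.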

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

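The test of counting that stopped partway was chosen only after the result was seen, and the other tests of this part were chosen before.

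For 10 measures of the 9 libraries, the most extreme library was compared with the rest, without regard to group. In PGC replicate 2, 45.5 records were counted or set aside per 100 QC passed reads of Table S1, and the gap to the next library was 0.533 of the whole range. In CEF replicate 2, 6.41% of the records had no unique alignment, with a gap of 0.579 of the range. At the 0.05 level of this comparison, a library or so can stand out among such measures by chance. CEF replicate 2 was also short of records. A counting that stopped partway through position-sorted reads would have left chromosomes near 0. In PGC replicate 2 none of the 12421 genes with at least 100 counts in both other replicates was at 0, and the median ratio to those replicates lay between 0.530 and 0.599 over 18 chromosomes, judged from the listed genes. In CEF replicate 2, 24 of 10863 such genes were at 0, and the median ratio lay between 0.583 and 1.13. These ratios argue against counting that stopped partway, for the chromosomes they cover. The 24 genes are not listed genes, and their chromosomes were not used here. A loss spread over all genes stays open, and it was not tested where it arose. The share of records without a unique alignment was given no test. No biological explanation of this share or of the missing records was tested.

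Against CEFs, 5 of the 153 listed genes were called in opposite directions in EGK.X blastoderms and PGCs. The difference was not tested apart from this choice of genes, which fixes the direction of the direct comparison of PGCs with EGK.X blastoderms. LIFR (log2 fold change 2.63) and NHEJ1 (3.11) were higher in PGCs. BMP4 (-5.21), MYC (-3.99), and WNT3A (-9.65) were lower in PGCs. Over all genes tested, 552 were called in opposite directions. The sets of calls share the CEF libraries, so chance values in those libraries push both comparisons the same way rather than apart. Library size alone moves all genes alike, so a gene kept or lost a call there by its distance from the thresholds. LIFR, BMP4, and MYC kept both calls, while NHEJ1 and WNT3A lost one. For the 3 genes that kept both, the change of scaling was thus too small to account for the opposite calls. Other scaling errors were not tested. The low depth of PGC replicate 2 would have removed most of the opposite calls without that library. There 4 genes kept both, while WNT3A, with 1 to 4 counts in PGCs, lost one. The choice between these scalings and this library are therefore not the whole source of the pattern. The groups also differ in tissue, stage, and culture, and whether the opposite directions come from the cell type was not tested.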

How the results depend on the processing

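The comparisons, tests, gene lists, and alternatives below were set before the data were examined, except the likelihood ratio test over all 24356 genes and the clustering of genes with at least 10 counts, which were chosen after seeing the data. No test of this part was chosen only after its result was seen. Values kept their direction and their side of the thresholds under an alternative unless named or counted here. A few values lost their direction by becoming 0. The median of all genes did so in PGCs against EGK.X blastoderms with upper-quartile scaling, from 0.033. It also reached 0 without PGC replicate 1, there and in PGCs against CEFs (from 0.047). The fitted change of NEIL2 in PGCs against CEFs, near the floor in both groups, became 0 without PGC replicate 3. With the likelihood ratio test, 10139 of the 10141 genes called in EGK.X blastoderms against CEFs were called again, 9580 of 9580 in PGCs against CEFs, and 9500 of 9500 in PGCs against EGK.X blastoderms. DESeq2 kept 96.8%, 95.9%, and 95.8% of them.

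Library size alone in place of the TMM factors moved the most values, since it shifts all genes together. It kept 87.9%, 83.5%, and 92.8% of the calls. In EGK.X blastoderms against CEFs, 61 DNA repair genes were higher and 1 lower, against 31 and 6. In PGCs against CEFs, 46 were higher and 0 lower, against 19 and 5, and 3 were lower at an unadjusted p under 0.05. In PGCs against EGK.X blastoderms, 11 were higher and 14 lower, against 7 and 23. In PGCs against CEFs, the genes lower numbered 2616 in place of 4193, the apoptosis pathway genes higher 5 in place of 2, and the pluripotency regulating genes lower 5 in place of 11. In EGK.X blastoderms against CEFs, the median of the apoptosis pathway genes turned from -0.49 to 0.011 and that of the pluripotency regulating genes from -0.15 to 0.36. The log2 fold change of UIMC1 in EGK.X blastoderms against CEFs became 0.019, and in PGCs against CEFs those of PCNA, LIG4, and DMC1 became 0.65, 0.19, and 0.45. With upper-quartile scaling, 3 DNA repair genes were lower in PGCs against CEFs, the median of the pluripotency regulating genes in EGK.X blastoderms against CEFs was 0.032, PCNA in PGCs against CEFs was 0.084, and the log2 fold change of MAP3K5, PGCs against EGK.X blastoderms, was -0.029. PCNA, at -0.036 and within its error of 0, was also 0.020 with DESeq2, 0.020 with its size factors in edgeR, and 0.062 in the fit of the groups compared.

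The thresholds set the size of the counts by construction. With the adjusted p alone, 65 DNA repair genes were higher and 12 lower in EGK.X blastoderms against CEFs, 37 and 15 in PGCs against CEFs, and 17 and 47 in PGCs against EGK.X blastoderms. Apoptosis pathway genes higher were then 4 in PGCs against CEFs and 5 in PGCs against EGK.X blastoderms, and there 5 pluripotency regulating genes were higher and 13 lower. With glmTreat, 1 DNA repair gene was lower in EGK.X blastoderms against CEFs, 7 were higher and 2 lower in PGCs against CEFs, and 13 were lower in PGCs against EGK.X blastoderms. It called 1 apoptosis pathway gene higher in PGCs against CEFs, 4 lower in PGCs against EGK.X blastoderms, and 2752 genes of all lower there, against 4200.

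With limma on log2 values of the normalized matrix, 3108, 3431, and 3430 genes were higher in the 3 comparisons, against 5245, 5387, and 5300, and the cause was not tested. It called 0 apoptosis pathway genes higher in PGCs against CEFs, with 5 at an unadjusted p under 0.05, and 4 lower in PGCs against EGK.X blastoderms. The log2 fold change of RAD51B, EGK.X blastoderms against CEFs, became -0.010. On the ranks of this fit, the fgsea test passed adjustment for the DNA repair genes in EGK.X blastoderms against CEFs (median 0.57) and in PGCs against EGK.X blastoderms (-0.37), and for the apoptosis pathway genes in PGCs against CEFs (-0.58). On edgeR's fit, camera with a preset correlation passed for medians of 0.58 and -0.42 of the same DNA repair comparisons, -0.69 of the apoptosis pathway genes in PGCs against CEFs, and -0.75 of the pluripotency regulating genes in PGCs against EGK.X blastoderms. The fry test, which does not compare a list with other genes, passed for these and also for the DNA repair genes in PGCs against CEFs (0.23). It passed as well for the apoptosis pathway genes in EGK.X blastoderms against CEFs (-0.49) and in PGCs against EGK.X blastoderms (-0.44). The pluripotency regulating genes passed it in PGCs against CEFs (-0.88). Of these, camera with an estimated correlation passed none, with 3 of all the set tests at an unadjusted p under 0.05.

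Among genes with at least 10 counts, the median log2 fold change of all genes, PGCs against EGK.X blastoderms, was -0.0082 and the log2 fold change of RAD51B, EGK.X blastoderms against CEFs, was -0.010, both near 0 with fewer genes in the fit. Genes detected only in PGCs numbered 980 at a mean of at least 0.1 CPM, 946 with a read in every replicate, and 867 with 10 reads in sum. Those only in CEFs numbered 723 under the CPM definition, close to the 732 only in EGK.X blastoderms. Those only in EGK.X blastoderms numbered 857 and 822 under the others. With 200 clusters, 35 held DNA repair genes only, 18 pluripotency regulating genes only, and 2 genes of all 3 categories, and with 50 clusters 4 held apoptosis pathway genes only and 6 pluripotency regulating genes only. The ward.D linkage gave 24 clusters of DNA repair genes only, 5 of apoptosis pathway genes only, and 2 of all categories. Genes scaled to unit variance gave 26, 4, and 4 clusters of the single categories. The clustering of genes with at least 10 counts, chosen after seeing the data, gave 2 clusters of all categories.

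The replicate numbers were used as a block in a further fit, although the numbers do not pair the samples. The correlation of the deviations of libraries with the same number lay between -0.170 and 0.232, with 1 of 9 pairs over 0.1. With the block, 4945 genes were higher and 4673 lower in EGK.X blastoderms against CEFs, 5154 and 3948 in PGCs against CEFs, and 4994 and 3911 in PGCs against EGK.X blastoderms.

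Over the 9 fits that each left out a library, the number of apoptosis pathway genes higher in PGCs against CEFs was 1 to 2, the lowest without CEF replicate 2 or PGC replicate 3, clusters of apoptosis pathway genes only 5 to 9, the lowest without CEF replicate 3, and clusters of all categories 1 to 5, the lowest without PGC replicate 3. The median of the pluripotency regulating genes in EGK.X blastoderms against CEFs ranged from -0.32 to 0.027, above 0 only without EGK.X blastoderm replicate 3. RAD51B in EGK.X blastoderms against CEFs ranged from -0.24 to 0.16, below 0 without CEF replicate 3 or EGK.X blastoderm replicate 3. In PGCs against CEFs, PCNA ranged from -0.13 to 0.14, above 0 without CEF replicate 1 or PGC replicate 2, and PARP3 from -0.040 to 0.32, below 0 without CEF replicate 1 or PGC replicate 3. In PGCs against EGK.X blastoderms, MAP3K5 ranged from -0.059 to 0.092, below 0 without EGK.X blastoderm replicate 3 or PGC replicate 3, SOX2 from -0.20 to 0.98, below 0 without EGK.X blastoderm replicate 1 or 2, and PMAIP1 from -0.46 to 0.023, above 0 without EGK.X blastoderm replicate 3. INHBA, with few counts in both groups, had fitted values there from -0.79 to 0.96, below 0 without PGC replicate 1. None of these gene changes had been called. Where the direction changed, the cause was not tested.

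Among single named genes, calls were lost in 39 combinations of gene and alternative and gained in 13, and with a library left out they were lost in 14 and gained in 3. For the single repair pathways, 72 counts moved by more than 1.5 times under an alternative and 11 with a library left out. The set tests of single pathways newly passed adjustment 26 times, and 12 median levels of a list in a group moved by more than their SD, under another scaling or pseudocount. Depth limits the genes near the floor, such as NEIL2 in CEFs and PGCs and WNT3A in PGCs, whose fold changes rest on few counts.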

Differences from the paper's values

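The likelihood ratio test over all genes and the clustering of genes with at least 10 counts were chosen only after the values were seen. Of 41 values compared with the paper's, 7 differed by more than 1.5 times. BER genes higher in PGCs than in CEFs numbered 3, against the paper's 5. Of the alternatives set before the data were examined, DESeq2, its size factors in edgeR, upper-quartile scaling, the fit of the groups compared, and the fit without PGC replicate 2 each gave 4, and the adjusted p alone gave 6, all within 1.5 times of the paper's number. The gap stayed open with the likelihood ratio test (3), library size alone (9), filterByExpr (2), the minimum of 10 counts (2), the replicate block (3), limma (1), glmTreat (1), adjustment over the list alone (3), and the other fits that left out a library (1 to 3).

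NHEJ genes lower in PGCs than in EGK.X blastoderms numbered 1, against the paper's 2. The paper's number was reached with the likelihood ratio test, which the paper names, with DESeq2, filterByExpr, the minimum of 10 counts, the fit of the groups compared, and without CEF replicate 3 or EGK.X blastoderm replicate 3. The other alternatives set before the data were examined gave 1. The likelihood ratio test over all genes, chosen after seeing the values, also reached 2. The gene gained there was DNTT, whose log2 fold change was -1.07 (standard error 0.46, adjusted p = 0.0694 from edgeR's quasi-likelihood test), and it was called only in the fits of this paragraph that reached the paper's number.

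Clusters with 3 or more DNA repair genes and no other listed gene numbered 5, against the paper's 8. Genes scaled to unit variance gave 8, 200 clusters, the ward.D linkage, and a pseudocount of 0.1 gave 7, and the clusterings that each left out a library gave 6 to 9. With 50 clusters the number was 4. The clustering of genes with at least 10 counts, chosen after seeing the values, gave 6.

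For the apoptosis pathway genes in PGCs against CEFs, the permutation p of the set test was 0.0120, against the paper's p of about 0.02 in Fig. 4I, read by eye. It was 0.0138 with upper-quartile scaling, 0.0143 without CEF replicate 3, 0.0163 without PGC replicate 1, and 0.0149 without PGC replicate 2, within 1.5 times of it, and 2.53e-06 to 0.0502 under the other alternatives set before the data were examined, camera and fry included. The likelihood ratio test over all genes, chosen after seeing the values, gave a permutation p of 0.0162, also within that range. The paper took its gene sets from KEGG pathways, while the list of Table S3 was tested here, so the sets may differ.

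For the pluripotency regulating genes, the permutation p in EGK.X blastoderms against CEFs was 0.413, against the paper's p of about 0.2 in Fig. 5H, read by eye. The paper found more pluripotency homologs than the candidates of Table S3 tested here, and its gene set came from a KEGG pathway. A different gene set could thus lie behind these gaps, and it was not tested. Of the alternatives set before the data were examined, fry came nearest with a p of 0.246, and the others gave 0.313 to 0.856. In PGCs against CEFs the permutation p was 0.200, against the paper's p of about 0.6 in Fig. 5I, read by eye, and none of the alternatives closed the gap (2.23e-05 to 0.308). In PGCs against EGK.X blastoderms it was 0.0738, against the paper's p of about 0.036 in Fig. 5J, read by eye. It was 0.0342 on the limma fit and 0.0332 in camera with an estimated correlation, and 1.29e-05 to 0.111 under the others.

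The paper states that the RT-qPCR result of NEIL2 in PGCs against CEFs follows the sequencing result, with higher expression in PGCs. In the libraries, NEIL2 had 0 to 3 counts in PGCs and 0 in each CEF library, at or under the floor in both. It also states that MAP3K5 was lower in PGCs than in EGK.X blastoderms, as in the sequencing, and the log2 fold change between them was 0.04 (standard error 0.15). It states that overall expression of the pluripotency regulating genes was higher in EGK.X blastoderms. The median level was 5.95 in CEFs, 5.78 in EGK.X blastoderms, and 5.48 in PGCs, while the mean over genes was 5.17, 5.24, and 4.56. With library size alone the medians followed the paper's order, at 5.56, 5.89, and 5.76.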

Other observations

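The tests of the sex of the embryos behind CEF replicate 2, of the scaling of the apoptosis pathway genes, and of the depth behind the genes detected in a single group were chosen only after the results were seen.

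The DNA repair genes had a higher median in EGK.X blastoderms than in CEFs. Scaling between libraries moves all genes alike, and the median of the list stood at percentile 99.99 of random lists matched on mean expression, which argues against scaling as its source. More dividing cells in the blastoderms are a candidate explanation. The 17 replication genes within the lists had a median log2 fold change of 1.21 (percentile 99.95), and the other 89 repair genes had one of 0.50, at percentile 99.67. The rise was thus not confined to replication genes, but other repair genes can also follow the cell cycle, and replication genes outside the lists had no names to test, so a difference in dividing cells cannot be told apart from a difference in repair. GC content and gene length could not be tested either, since 0 of the tested genes were found in the reference table, and that bias cannot be told apart. The difference between tissues and culture remains open as a biological explanation and was not tested.

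The apoptosis pathway genes had a lower median in PGCs than in CEFs, -0.69, against a median of -0.12 of random lists matched on mean expression. Genes of similar expression thus shared little of it. The list stood at percentile 3.28 of the random lists, inside their central 95%, so a part from scaling between libraries cannot be told apart from the spread of random lists. No biological explanation was tested.

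In CEF replicate 2, 24 genes had a count of 0, of 10863 genes with at least 100 counts in both other CEF replicates. Every other library, PGCs and EGK.X blastoderms included, had counts for each of them, and none is a listed gene. A candidate explanation is a different sex of the embryos behind CEF replicate 2, with genes of the W chromosome missing. The 10 listed genes on chromosome Z with enough counts had a median log2 ratio of 0.72 to the other CEF replicates, against -0.09 elsewhere, at percentile 100 of random listed genes of other chromosomes (central 95% from -0.24 to 0.10). This is in line with a library of male embryos. The chromosomes of the genes at 0 were not used here, and the test was made on the same library that raised the question. Between groups, 11 listed Z-linked genes had medians of 0.86 in EGK.X blastoderms against CEFs, 0.64 in PGCs against CEFs, and -0.34 in PGCs against EGK.X blastoderms. These stood at percentiles 90.72, 97.86, and 63.02 of random listed genes of other chromosomes. Only that of PGCs against CEFs lay above the central 95% of the random genes, whose upper end was 0.60. With genes of the W chromosome not identified here and few genes on Z, a different sex ratio of the pooled embryos cannot be told apart from chance.

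Library size alone gave a higher median of all genes than TMM scaling, in both comparisons with CEFs. The most abundant genes took a larger share of the counts in CEFs than in the other groups, and they could be a source. The shift was computed separately for this test. It was 0.61 in PGCs against CEFs and 0.40 in EGK.X blastoderms against CEFs, smaller than the 0.68 and 0.50 given earlier. Without the 58 genes most abundant in the CEF libraries, 42.3% of this shift was removed in PGCs against CEFs and 58.6% in EGK.X blastoderms against CEFs. Most of the shift was removed in one comparison and less in the other, so it cannot be told apart from a difference spread over more genes. No biological explanation was tested.

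After every library was drawn down to the same total, the genes detected only in CEFs numbered 398. This was still below those of the other groups (536 and 723), which argues against total count as the source of that order. The most abundant genes kept a larger share of the counts in CEFs after the drawing down. Fewer counts were thus left there for the remaining genes, and depth on those genes stays open. The order depended on the definition of a detected gene. At a mean of at least 0.1 CPM, 723 genes were detected only in CEFs, 732 only in EGK.X blastoderms, and 980 only in PGCs. The gap between CEFs and EGK.X blastoderms was thus small there. After the drawing down, the genes detected only in PGCs rose to 723. The similar numbers for EGK.X blastoderms and PGCs are therefore compatible with an effect of depth. No biological explanation was tested.

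The libraries were also regrouped. In each of the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. The other splits called 0 genes each, with at most 1171 genes at an unadjusted p under 0.05, against 13476 or more in the real splits. Each other split mixes libraries of both real groups, which widens the spread within its groups. Few calls were therefore fixed in advance there, and they do not show what chance alone would give. The smallest distance between libraries of different groups was 194 and the largest within a group 71.5. With 3 libraries in a group, the share of splits itself cannot fall under 0.1.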
